# Gene expression analysis of pig cumulus-oocyte complexes stimulated in vitro with follicle stimulating hormone or epidermal growth factor-like peptides

**DOI:** 10.1186/s12958-015-0112-2

**Published:** 2015-10-06

**Authors:** Milan Blaha, Lucie Nemcova, Katerina Vodickova Kepkova, Petr Vodicka, Radek Prochazka

**Keywords:** FSH, Growth factors, Cumulus cell, Transcriptome

## Abstract

**Background:**

The gonadotropin-induced resumption of oocyte meiosis in preovulatory follicles is preceded by expression of epidermal growth factor (EGF)-like peptides, amphiregulin (AREG) and epiregulin (EREG), in mural granulosa and cumulus cells. Both the gonadotropins and the EGF-like peptides possess the capacity to stimulate resumption of oocyte meiosis in vitro via activation of a broad signaling network in cumulus cells. To better understand the rapid genomic actions of gonadotropins (FSH) and EGF-like peptides, we analyzed transcriptomes of cumulus cells at 3 h after their stimulation.

**Methods:**

We hybridized aRNA from cumulus cells to a pig oligonucleotide microarray and compared the transcriptomes of FSH- and AREG/EREG-stimulated cumulus cells with untreated control cells and vice versa. The identified over- and underexpressed genes were subjected to functional genomic analysis according to their molecular and cellular functions. The expression pattern of 50 selected genes with a known or potential function in ovarian development was verified by real-time qRT-PCR.

**Results:**

Both FSH and AREG/EREG increased the expression of genes associated with regulation of cell proliferation, cell migration, blood coagulation and extracellular matrix remodeling. FSH alone induced the expression of genes involved in inflammatory response and in the response to reactive oxygen species. Moreover, FSH stimulated the expression of genes closely related to some ovulatory events either exclusively or significantly more than AREG/EREG (*AREG*, *ADAMTS1*, *HAS2*, *TNFAIP6*, *PLAUR*, *PLAT*, and *HSD17B7*). In contrast to AREG/EREG, FSH also increased the expression of genes coding for key transcription factors (*CEBPB*, *FOS*, *ID1*/*3*, and *NR5A2*), which may contribute to the differing expression profiles of FSH- and AREG/EREG-treated cumulus cells.

**Conclusions:**

The impact of FSH on cumulus cell gene transcription was higher than the impact of EGF-like factors in terms of the number of cell functions affected as well as the number of over- and underexpressed genes. Both FSH and EGF-like factors overexpressed genes involved in the post-ovulatory switch in steroidogenesis and tissue remodelling. However, FSH was remarkably more efficient in the up-regulation of several specific genes essential for ovulation of matured oocytes and also genes that been reported to play an important role in maturation of cumulus-enclosed oocytes in vitro.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12958-015-0112-2) contains supplementary material, which is available to authorized users.

## Background

The development of mammalian female germ cells requires close contact and metabolic cooperation with the somatic granulosa cells. In the antral follicles, the granulosa cells differentiate into two phenotypically distinct populations: the mural granulosa cells, lining the follicle wall and the cumulus cells, surrounding the oocyte in several layers. Both populations of granulosa cells fulfil different roles during follicle development: the mural granulosa cells are predominantly involved in the perception of signals from outside follicle, the production of steroid hormones and follicular rupture; the cumulus cells provide nutrients and regulatory molecules for oocyte growth, final maturation and ovulation. In turn, the range of function of cumulus cells, including steroidogenesis, gene expression, extracellular matrix formation and metabolism, are modified by factors secreted by the oocyte [1].

During the growth phase, the oocyte is arrested in the first meiotic prophase, but it gains full meiotic competence in several steps [2]. However, these meiotically competent oocytes still remain in the dictyate stage if they are retained within follicles. They only resume meiosis following the preovulatory surge of luteinizing hormone (LH). The resumption of meiosis is regulated inside oocytes by a post-translation mechanism and does not depend on the activation of genes in the oocyte itself [3]. Nevertheless, the LH-induced meiotic resumption is accompanied by a dramatic change in gene expression profiles in mural granulosa and cumulus cells. The changes in the cumulus/granulosa cell transcriptome are under the control of a broad signaling network activated in follicular cells by the LH surge. This network includes major cellular protein kinases including protein kinase A (PKA), phosphoinositide-3-kinase/v-akt murine thymoma viral oncogene homolog (PI3K/AKT), mitogen-activated kinase 3/1 (MAPK3/1) and MAPK14 [4–6] and downstream transcription factors including CREB, AP1, NRIP1, NR5A2 and CEBPB [7–11].

The resumption of meiosis is accompanied by an expansion of cumulus cells, a process that enables the detachment of the oocyte-cumulus complex from the follicle wall and its ovulation to the oviduct. In response to the preovulatory surge of LH, the cumulus cells start the synthesis of a large amount of hyaluronic acid (HA)-enriched extracellular matrix that is deposited into the extracellular spaces and causes the process of expansion [12]. The production of HA is controlled by hyaluronan synthase 2 (HAS2), which is highly expressed in cumulus cells shortly after the preovulatory surge of LH [13]. The retention and organization of HA in the extracellular matrix is mediated by HA-binding proteins, which include versican [14], tumor necrosis factor α-stimulated gene 6 [15], pentraxin 3 [16] and serum-derived members of the inter-α-trypsin inhibitor (IαI) family [17, 18]. The experiment with mice null for the *Ptgs2* and *Ptger2* gene revealed that the local production of prostaglandin E2 is also essential for the normal expansion of mouse cumulus [19, 20].

Mechanisms of meiotic resumption and cumulus expansion have been studied on a whole follicle culture that is often used in mice and rats or on a simplified model based on a culture of isolated COCs. In the latter case, LH and hCG are inefficient at triggering these events due to the absence of functional LH-receptors on cumulus cells [21, 22]. Functional LH receptors, however, can develop over the course of in vitro culture, under the influence of FSH [22, 23]. For this reason, both the resumption of meiosis and cumulus expansion is routinely stimulated by the addition of FSH, or a combination of FSH and hCG.

The mechanism of LH signal transduction in the preovulatory follicle has been intensively studied over the last decade. It was found in the model of whole follicle cultures in mice and rats that LH binds to its receptors on mural granulosa cells and stimulates the expression of epidermal growth factor (EGF)-like peptides (amphiregulin-AREG, epiregulin-EREG, betacellulin-BTC) [24, 25]. These peptides then act directly on mural granulosa as well as cumulus cells, bind to the EGF-receptor and consequently stimulate the resumption of meiosis and expansion of the cumulus. In addition, a regulatory loop between the mural granulosa and the cumulus cells also ensures the production of AREG and EREG in the cumulus cell compartment [26]. The EGF-like peptides are also produced in the cumulus cells of in vitro-cultured COCs upon stimulation with FSH and trigger the resumption of meiosis [27].

This knowledge offers the possibility of stimulating the meiotic resumption and cumulus expansion of cultured COCs by purified EGF-like peptides. We have recently shown that AREG and EREG stimulate the expansion of cumulus cells, maturation of the oocyte and acquisition of oocyte developmental competence in vitro in pigs [28]. However, we have also pointed out the lower efficiency of EGF-like peptides, compared to FSH, in inducing the expression of expansion-related genes and their inability to activate PKA in cultured COCs [28]. A detailed study of signaling pathways activated by FSH and EGF-like factors in pig cumulus cells confirmed that FSH-stimulated, but not AREG-stimulated resumption of meiosis depends on PKA activity [6]. In addition, this study documented that both modes of stimulation result in the activation of the EGF-receptor tyrosine kinase and MAPK3/1 pathways in cumulus cells, which is essential for both meiotic resumption and cumulus expansion [6]. It is not known how the differences between FSH and AREG/EREG in the activation of signaling pathways affect the gene expression profiles of treated COCs.

We explored the use of microarray hybridization technology to identify rapid global changes in the gene expression profile of cumulus cells stimulated with FSH or EGF-like peptides (AREG/EREG). Both these treatments have been shown to stimulate oocyte meiotic resumption, cumulus cell expansion and to modify cumulus cell steroidogenesis, but it is not completely clear what other molecular and cellular processes in cumulus cells are affected by FSH and EGF-like peptides and what is their relationship to the acquisition of oocyte developmental competence. The current IVM techniques yield oocytes with low developmental competence as compared to their counterparts matured in vivo. The molecular mechanisms underlying this insufficiency are largely unknown. Nevertheless, recent data indicate that the way, by which the maturation of oocytes is stimulated, is crucial for determining the oocyte developmental competence [29–33]. The aim of this study was to assess the differences in impact of FSH and EGF-like peptides on gene expression in cumulus cell with special emphasis on the genes with known relationship to regulation of reproductive function in mammals.

## Methods

The study was conducted in the laboratories of IAPG in Libechov in 2012–2015.

### Collection of cumulus-oocyte complexes

Ovaries were obtained from premature crossbred gilts (Landrace and Large White), 6–8 months old and 90–120 kg in weight, slaughtered at a local abattoir for commercial purposes. The ovaries were excised and transported to the laboratory in a thermo-flask at 38 °C. The contents of medium-size antral follicles about 3–5 mm in diameter were aspirated with a syringe connected to 20 G needle, pooled in a test-tube and allowed to sediment for 10 min. The sediment was washed twice with PBS, placed in a Petri dish and the COCs were collected by a pipette. Only COCs surrounded by compact multi-layered cumulus were selected for experiments.

### Culture of cumulus-oocyte complexes in vitro

The COCs were cultured in M-199 medium (Gibco, Life Technologies, Rockville, USA) supplemented with 0.91 mM sodium pyruvate, 0.57 mM cysteine, 5.5 mM Hepes, antibiotics and fetal calf serum (5 %) (all Sigma, Prague, Czech Republic). Groups of 25–30 COCs were cultured in four-well dishes (Nunclon, Roskilde, Denmark) in 0.5 ml of culture medium at 38.5 °C in a humidified atmosphere of 5 % CO_2_ for 3 h. The maturation of COCs was stimulated by the addition of human recombinant FSH (100 ng/ml; Gonal F; Merck Serono Europe, London, GB) or recombinant human AREG (100 ng/ml, Sigma) and EREG (100 ng/ml; R&D Systems, Minneapolis, MN, USA) to the culture medium. These concentrations proved to activate various signaling pathways in cumulus cells, stimulate cumulus expansion and oocyte maturation in our previous studies [6, 28]. At the end of the culture period, about 150 COCs were transferred to a Petri dish with 2 ml of PBS and the cumulus cells were mechanically stripped of oocytes by pipetting. The oocytes were removed and PBS with a suspension of the separated cumulus cells was transferred to a microtube and briefly centrifuged in a microcentrifuge. The supernatant was discarded and the pellet of cumulus cells was lysed in 300 μl of RTL buffer (Qiagen, Hilden, Germany) and stored at −80 °C. In each experiment, groups of control, FSH- or AREG/EREG-stimulated COCs were cultured for 42 h as a biological control for the microarray. These COCs were assessed for cumulus expansion and oocyte maturation by methods described in our previous papers [6, 28]. The cumulus expansion index was 0; 2.98 ± 0.05; and 2.74 ± 0.04 and the maturation rate of oocytes to metaphase II was 17.5 ± 1.4; 93.2 ± 3.8; 73.6 ± 2.9 for control, FSH and AREG/EREG group, respectively.

### Microarray

*Experimental design of microarray experiment*. Three different samples (FSH treated, AREG/EREG treated and control untreated cumulus cells), each represented by 3 independently prepared biological replicates, were hybridized to 9 microarrays (Pigoligoarray, www.pigoligoarray.org) as follows (Fig. 1):

**Fig. 1:**
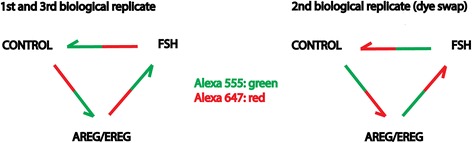
Design of hybridization scheme of microarray experiment. Each *arrow* represents one microarray. Samples of cumulus cells stimulated with AREG/EREG, FSH or control cells were labeled with AlexaFluor 555 (depicted in *green*) or AlexaFluor 647 (depicted in *red*)

1st and 3rd biological replicate: Control AlexaFluor 647+ AREG/EREG AlexaFluor 555; AREG/EREG AlexaFluor 647 + FSH AlexaFluor 555; FSH AlexaFluor 647 + Control AlexaFluor 555. 2nd biological replicate (dye swap): Control AlexaFluor 555 + AREG /EREG AlexaFluor 647; AREG/EREG AlexaFluor 555 + FSH AlexaFluor 647; FSH AlexaFluor 555 + Control AlexaFluor 647.

*Total RNA isolation*. Total RNA from all nine samples was isolated using an RNeasy PLUS mini kit (Qiagen) according to the manufacturer’s instructions. RNA integrity was verified using an RNA 6000 Nano LabChip kit with an Agilent 2100 Bioanalyzer. Only RNA samples with a resulting RNA integrity number (RIN) between 8.2 and 9.1 were used for the amplification of aRNA.

*aRNA amplification and labeling*. aRNA was prepared with one-round amplification using an AminoAllyl MessageAmp II Kit (Ambion, Austin, Texas, USA). The in vitro transcription time was 14 h. Five microgram of aRNA were conjugated with either Alexa Fluor 555 or 647 dye (Invitrogen, Carlsbad, California, USA). Labeled aRNAs were purified using a PicoPure RNA isolation kit (Arcturus) according to the manufacturer’s instructions; 2 μg of each labeled aRNA (Alexa Fluor 555- and Alexa Fluor 647-conjugated aRNA samples according to the experimental design) were mixed together and stored at −80 °C.

*Hydration and crosslink of microarrays*. Microarray slides were rehydrated for 10 s above a water bath at 50 °C, dried on a heat block for 5 s at 65 °C and cooled for 1 min at room temperature. This procedure was repeated 4 times. UV cross-linking was performed by exposing rehydrated slides to 180 mJ of UV radiation. After crosslinking, the slides were washed in 0.1 % SDS with constant gentle mixing for 5 min followed by rinsing in ddH_2_O and 3 min of incubation in 100 % ethanol with constant gentle mixing, all at room temperature. Slides were dried by centrifugation for 4 min at 200 g. Just before use, the microarray slides were pre-hybridized at 42 °C for 1 h in pre-hybridization buffer (5 × SSC, 0.1 % SDS, 1 % BSA) using a Tecan HS400Pro hybridization station (TECAN, Austria).

*Probe fragmentation and hybridization*. Pre-mixed labeled aRNA probes were fragmented using Fragmentation buffer (Ambion Austin, Texas, USA) according to the manufacturer’s instructions. After fragmentation, probes were denatured for 5 min at 90 °C, mixed with 130 μl of SlideHyb Glass Array Hybridization Buffer # 1 (Ambion Austin, Texas, USA) preheated to 68 °C and hybridized for 15 h at 42 °C in Tecan HS400Pro to pre-hybridized microarray slides. After hybridization, slides were washed and dried automatically in the Tecan HS400Pro instrument and stored in the dark until scanned the same day.

*Scanning and image analysis*. Slides were scanned using a High-Resolution Microarray Scanner (Agilent) at 5 μm resolution with the 20-bit dynamic range setting. Agilent Feature Extraction Software (v10.7) was used for image analysis.

*Microarray data analysis*. Microarray data background correction, normalization and statistical inference of changes in gene expression were done using the Bioconductor package Limma in the R statistical environment. Briefly, spot and background median signals were imported into the R data-frame and normex background correction was applied. After print-tip loess within-array normalization, A-quantile normalization was used to make the signal intensities more comparable across arrays. A linear model was fitted, with coefficients estimated for all 3 possible comparisons (FSH vs Control, AREG/EREG vs Control and FSH vs AREG/EREG) and for a possible dye-effect. The empirical Bayes method to moderate the standard errors of the estimated changes in expression was applied as implemented in Limma. *P*-values were adjusted according to the Benjamini and Hochberg method to control for false discovery rate. Only genes with adjusted *p*-value <0.01 were considered significantly changed.

The functional role of the differentially expressed genes was assessed for gene ontology using the freely available tool Database for Annotation, Visualization and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/).

### Quantitative real-time PCR

To validate the microarray data, 50 candidate genes were selected for further analysis by real-time PCR. For this, sequence specific primers (Additional file 1: Table S1) were designed using Beacon Designer (Premier Biosoft, CA, USA). The total RNA was isolated from cumulus cells of 30 COCs cultured for 3 h using an RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. Real-time PCR was carried out in a RotorGene 3000 cycler (Corbett Research, Sydney, Australia) using a One-Step RT-PCR Kit (Qiagen) with gene-specific primers. The 20 μl total reaction volume contained QIAGEN OneStep RT-PCR Buffer (1×), dNTP Mix (400 μM final concentration of each), reverse and forward primers (both 400 nM final concentration), SybrGreenI (0.4 μl of 1:1000 stock solution, Molecular Probes, Eugene, OR, USA), RNasine inhibitor (5 IU, Promega, Madison, WI, USA), QIAGEN OneStep RT-PCR Enzyme Mix (0.8 μl), and template RNA (2 μl). The reaction conditions were as follows: reverse transcription at 50 °C for 30 min, pre-denaturation at 95 °C for 15 min, followed by various numbers of PCR cycles, each of which consisted of denaturation at 95 °C for 30 s, annealing at temperature specific for each pair of primers (shown in Additional file 1: Table S1) for 20 s, extension at 72 °C for 20 s, and a final extension step at 72 °C for 5 min. The specificity of PCR product was verified by melting analysis. The relative concentrations of the templates in the different samples were determined using comparative analysis software (Corbett Research). The results for individual target genes were normalized according to the relative concentration of the internal standard, *HPRT*.

## Results

### Microarray analysis

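Cumulus cells surround the oocyte in the follicle, and COCs are oocytes still enclosed by these cells. Pig COCs were cultured for 3 h without stimulation (control), with FSH at 100 ng/ml, or with the EGF-like peptides AREG and EREG at 100 ng/ml each. RNA of the cumulus cells was amplified, labelled with a green or a red Alexa Fluor dye and hybridized to 9 arrays with both dyes on each, which gives a ratio of red to green signal for every spot. The arrays formed 3 loops, one per biological replicate. Each loop held 1 array of AREG/EREG and control, 1 of FSH and AREG/EREG and 1 of control and FSH. The dyes were swapped in replicate 2. There were thus 3 RNA samples per treatment, 9 in all, each hybridized to 2 arrays. For the AREG/EREG and control array of replicate 3 the protocol text of the AREG/EREG channel names FSH, while the other labels and the hybridization scheme of the paper name AREG/EREG, which was used. The authors deposited, for each array, the spot intensities read by Agilent Feature Extraction, and a table of their own normalized log2 ratios of red to green. The intensities were used here, after the methods the paper states. Median spot and background signals were corrected by normexp with an offset of 50, a constant added to both channels that makes the fold changes of dim spots smaller. Print-tip loess was fitted within the 48 subgrids of each array, followed by A-quantile normalization between arrays. Of 20736 spots per array, 756 were control spots and were left out after the background correction. The other 19980 spots belonged to 19941 probes. Spots that the image analysis marked as outliers were set to missing, and repeat spots of a probe were averaged. A linear model with the 3 treatments and a dye effect was fitted to the 9 arrays with limma, p-values were adjusted by the Benjamini-Hochberg method, and transcripts with an adjusted p under 0.01 were called over- or underexpressed. The model takes the ratios of the 9 arrays as independent, though each RNA sample enters 2 of them, which can make standard errors and p-values too small. A comparison was tested for a probe only where the arrays with a value could estimate it, which held for 19492 probes in FSH vs. control and 19495 in each of the other comparisons. The signal was well above background, by the Agilent criterion, at 77.1% to 95.6% of probe spots per array and channel, with a median of 89.5%. By treatment the median was 90.4% for control, 87.6% for FSH and 90.5% for AREG/EREG, over 6 channels each. Outlier spots made up 4.13% to 11% of the spots of an array, with a median of 6.06%. No probe spot was saturated, and the number of arrays limits the precision of every value. Estimates of a single replicate were obtained from the 3 arrays of its loop. Probe values are reported at single genes where Table 1 pairs a probe with a gene symbol, or where a probe carries a RefSeq accession of the gene. The counts and fold changes were also computed under 18 alternatives. "Separate channels" averages the 2 channels of each RNA sample and compares treatments without using which samples shared an array, and "direct arrays only" uses the 3 arrays that carried both treatments of a comparison. The "replicate block" takes 1 value per RNA sample with the replicate as a term.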

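In the comparison of FSH-stimulated with control cells, 7165 of 19492 tested transcripts (36.8%) were called, 3417 overexpressed and 3748 underexpressed. At an unadjusted p under 0.05 there were 10856. The log2 fold changes of all probes correlated between replicates with r from 0.907 to 0.932 across probes, which are not independent replicates. The alternative that moved this number most was the fit on separate channels, which called 1310 transcripts. The probe with the largest rise had a log2 fold change of 6.33 (standard error 0.30, adjusted p = 2.79e-07). The one with the largest fall had -3.90 (standard error 0.11, adjusted p = 1.85e-08). The files do not pair either probe with a gene symbol.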

We identified 2981 transcripts as overexpressed and 3582 as underexpressed in cumulus cells stimulated with FSH for 3 h compared to control unstimulated cells. A comparison of AREG/EREG-stimulated cells with control cells revealed 1491 transcripts as overexpressed and 1783 transcripts as underexpressed. 

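AREG/EREG changed fewer transcripts. Of the 19495 tested, 3822 (19.6%) were called, 1809 as overexpressed and 2013 as underexpressed, and 7759 had an unadjusted p under 0.05. Replicates correlated with r from 0.752 to 0.843 across probes, which was below the range for FSH. With separate channels 462 transcripts were called, and with replicate 3 left out 1591. The probe that fell most after FSH also fell most after AREG/EREG, with a log2 fold change of -4.65 (standard error 0.11, adjusted p = 1.64e-08).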

Altogether, 2899 transcripts were overexpressed and 2581 transcripts underexpressed in the AREG/EREG group compared to the FSH group. 

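For AREG/EREG vs. FSH, 3994 of the 19495 tested transcripts (20.5%) were called, and 2353 of them were higher with AREG/EREG and 1641 higher with FSH. The number at an unadjusted p under 0.05 was 8473. Correlations between replicates ran from 0.752 to 0.821 across probes. The alternative that moved this number most called 195 transcripts on separate channels, 24.6% of them higher with AREG/EREG against 58.9% with the settings as reported. There were 606 with direct arrays only. The replicate block, with 4 residual degrees of freedom in place of 6, called 2411. Leaving out replicate 3 gave 1155, and leaving out replicate 1 gave 1974.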

The complete microarray data have been deposited in GEO and are accessible via the link http://www.ncbi.nlm.nih.gov/geo/ (GEO Accession: GSE64858). 

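Most of the called changes were small. The median absolute change was 0.46 on the log2 scale for FSH vs. control, 0.48 for AREG/EREG vs. control and 0.45 for AREG/EREG vs. FSH. The change was under 1 on the log2 scale for 85.8%, 88.0% and 91.6% of the called transcripts in these comparisons. An absolute log2 fold change above 1.5 was reached by 345 transcripts after FSH (198 overexpressed, 147 underexpressed), by 139 after AREG/EREG (93 and 46) and by 82 in AREG/EREG vs. FSH (14 and 68). These numbers moved most with Agilent's processed signals, which carry no added offset and gave 574, 216 and 129.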

From the identified significantly changed transcripts (*p* < 0.01), only those transcripts with a log2 fold-change above 1.5 were used in downstream analyses.

The Venn diagrams were constructed to identify the exclusively over- and underexpressed genes after stimulation with AREG/EREG or FSH. 

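Among the transcripts called above log2 1.5, 135 were overexpressed in FSH vs. control alone and 62 in both FSH vs. control and AREG/EREG vs. control. Another 27 were overexpressed in AREG/EREG vs. control alone, and 3 in AREG/EREG vs. control and AREG/EREG vs. FSH. For these regions Table S2 lists 24 and 3 genes, which the paper's number of 27 takes together, so that number is of another set. No transcript was overexpressed in FSH vs. control and AREG/EREG vs. FSH alone, and 1 was in all 3 comparisons. The numbers 3, 0 and 1 are also those printed in Fig. 2. The region of 3 moved to 9 without replicate 2 and to 1 with direct arrays only, where the region of all 3 comparisons held 2. The region of AREG/EREG vs. FSH alone held 10 transcripts, a number printed in Fig. 2 as well. It moved to 29 with Agilent's processed signals, 25 without replicate 2 and 1 without replicate 3.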

As shown in Fig. 2a, we found that 27 genes were exclusively expressed in COCs cultured with EGF-like factors, the expression levels of 55 genes were increased by both AREG/EREG and FSH and 130 transcripts were found to be overexpressed in COCs cultured with FSH alone. A comparison of AREG/EREG-stimulated cells with FSH-stimulated cells revealed 10 overexpressed transcripts. 

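These were the transcripts higher with AREG/EREG than with FSH that were not also overexpressed above log2 1.5 against control. Together with those that were, 14 transcripts were higher with AREG/EREG. Leaving out replicate 2 raised the 14 to 35, and leaving out replicate 3 lowered it to 4. The probe with the largest difference had a log2 fold change of 1.87 (standard error 0.16, adjusted p = 3.53e-05).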

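In the underexpressed sets above log2 1.5, 113 transcripts belonged to FSH vs. control alone and 34 to both FSH vs. control and AREG/EREG vs. control. AREG/EREG vs. control alone held 8, and 4 were also underexpressed in AREG/EREG vs. FSH. The other shared regions held 0. Fig. 2 prints the same numbers for the regions of 8, 4 and 0. The region of 8 held 5 without background correction and 10 with median centring. That of 4 held 7 with Agilent's processed signals and 3 without replicate 3. With Agilent's processed signals the region of FSH alone held 232 and the region shared by both treatments 69, whereas with separate channels the region of FSH alone held 75.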

The culture with AREG/EREG decreased the expression levels of 12 genes, 35 transcripts were underexpressed in both AREG/EREG-stimulated and FSH-stimulated COCs, and the expression of 118 genes was only decreased by FSH. A comparison of AREG/EREG-stimulated cells with FSH-stimulated cells revealed 68 underexpressed genes (Fig. 2b).

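The 68 transcripts consisted of 64 in no other underexpressed set, the number that Fig. 2 prints, and the 4 that AREG/EREG also lowered against control. The largest falls were those of *TNFAIP6* and of probe TC228119:f, whose log2 fold change was -3.86 (standard error 0.10, adjusted p = 7.08e-08).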

**Fig. 2:**
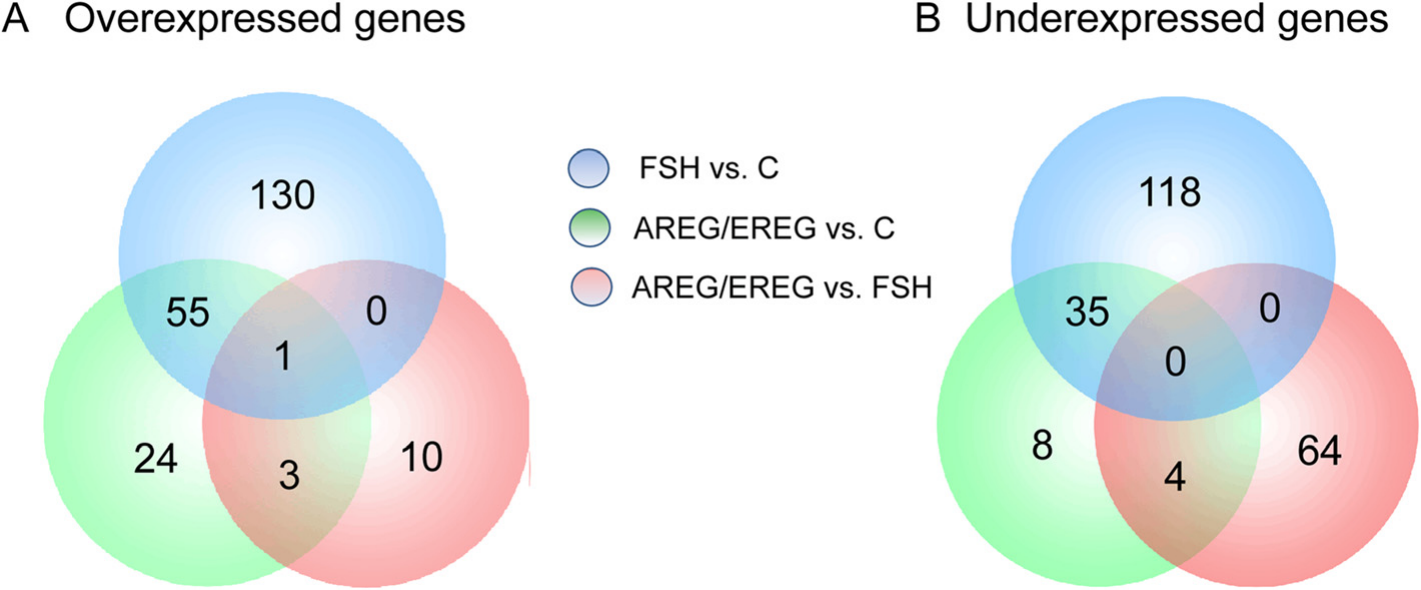
Venn diagrams summarizing microarray data analysis. **a** Venn diagram showing numbers of overexpressed and (**b**) underexpressed genes in cumulus cells after stimulation of COCs with FSH or AREG/EREG. Only genes with log2 fold-change above 1.5 were considered for this analysis

The analysis of the data revealed that several genes with a well-recognized function in the regulation of oocyte meiotic resumption and cumulus expansion were only overexpressed by FSH, among them genes associated with signal transduction (*AREG*), extracellular matrix synthesis and organization (*ADAMTS1*, *HAS2*, *TNFAIP6*, *PLAT*, and *PLAUR*) and the regulation of transcription (*CEBPB*, *CREM*, *FOXO3*, and *NR4A1*). Both AREG/EREG and FSH induced the expression of *CYP11A1* and *PGR* involved in regulation of progesterone synthesis and signaling. 

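Probes of 8 of these genes are named in Table 1. *CREM* and *NR4A1* were not analysed here. After FSH all 8 were called as overexpressed, and all but *ADAMTS1* exceeded 1.5 on the log2 scale. None exceeded 1.5 after AREG/EREG, where *AREG*, *HAS2*, *TNFAIP6*, *PLAT* and *CEBPB* were called at the adjusted p alone. The difference between AREG/EREG and FSH was called for all but *ADAMTS1*. For *AREG* the log2 fold change was 2.01 (standard error 0.10, adjusted p = 4.3e-07) after FSH and 0.70 (standard error 0.10, adjusted p = 0.000625) after AREG/EREG. The latter call was lost with separate channels and with direct arrays only, with an adjusted p of up to 0.0562 over the alternatives. *FOXO3* rose by 2.01 (standard error 0.09, adjusted p = 2.19e-07) after FSH, and its change of 0.13 (standard error 0.09, adjusted p = 0.336) after AREG/EREG was not called. The FSH values of *AREG* were 1.88 to 2.19 in the 3 replicates and those of *FOXO3* 1.88 to 2.11. Among the FSH values of these genes the alternative that moved one most was Agilent's processed signals, under which *HAS2* rose by 2.93.

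**Figure D1:**
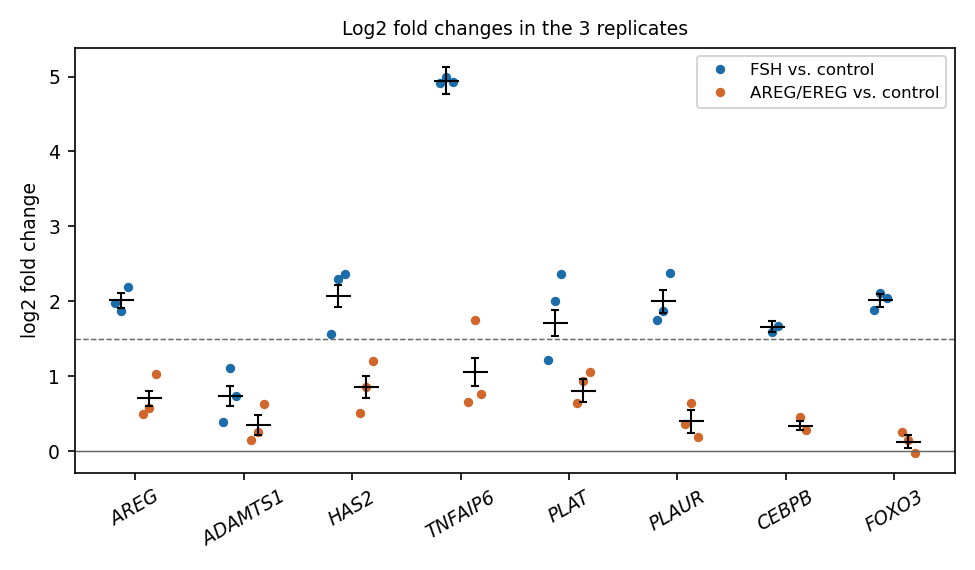
Log2 fold changes of the 8 genes after FSH (blue) and AREG/EREG (orange) against control. Points are the 3 replicates (2 for *CEBPB*), black bars the fitted value with its standard error, and the dashed line marks 1.5. The FSH values of *TNFAIP6* are the highest, and every AREG/EREG fitted value lies below 1.5.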

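*CYP11A1* had a log2 fold change of 3.89 (standard error 0.15, adjusted p = 2.83e-07) after FSH and 2.53 (standard error 0.15, adjusted p = 7.16e-06) after AREG/EREG. A version of its probe with 10 mismatched bases also rose after FSH, by 2.15. For *PGR* the values were 4.13 (standard error 0.18, adjusted p = 2.09e-07) and 2.53 (standard error 0.18, adjusted p = 8.92e-06). In the 3 replicates *CYP11A1* ranged over 3.46 to 4.22 after FSH and 2.14 to 2.95 after AREG/EREG, and *PGR* over 3.94 to 4.40 and 1.92 to 2.94. All 4 increases were called under each of the 18 alternatives. The rise of *CYP11A1* was larger with FSH, with a log2 fold change of -1.37 (standard error 0.17, adjusted p = 0.000441) in AREG/EREG vs. FSH.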

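The *IRS1* probe fell by 2.85 on the log2 scale after FSH (standard error 0.12, adjusted p = 1.43e-07), with replicate values of -3.08 to -2.67. That of *PPARG* fell by 1.67 (standard error 0.09, adjusted p = 5.24e-07), with replicate values of -1.74 to -1.56. Both were also called as underexpressed after AREG/EREG, where *IRS1* fell by 1.40 (adjusted p = 2.36e-05) and *PPARG* by 1.33 (adjusted p = 5.5e-06), in each case by less than log2 1.5. *IRS1* fell less with AREG/EREG than with FSH, as the direct comparison gave 1.45 (standard error 0.12, adjusted p = 2.73e-05). *GRB14* and *SMAD2* were not analysed here.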

Surprisingly, culture with FSH decreased the expression of genes involved in signal transduction (*IRS1* and *GRB14*) and the regulation of transcription (*PPARG* and *SMAD2*). Moreover, other genes involved in transcriptional regulation (*FOS*, *FOXO1*, *JUN*, and *PNRC1*) were underexpressed under both culture conditions. 

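After FSH the log2 fold changes were -3.06 (standard error 0.28, adjusted p = 1.62e-05) for *FOS*, -1.62 (standard error 0.09, adjusted p = 6.42e-07) for *FOXO1*, -3.82 (standard error 0.11, adjusted p = 3.01e-08) for *JUN* and -2.17 (standard error 0.13, adjusted p = 1.05e-06) for *PNRC1*. After AREG/EREG, *JUN* fell by 4.49 on the log2 scale (standard error 0.11, adjusted p = 2.08e-08) and *PNRC1* by 1.59 (standard error 0.13, adjusted p = 1.8e-05). Each of the 3 replicates fell in all of these comparisons. The replicate values of *FOS* after FSH were -3.75 to -2.16, the widest range among the 4 genes. The paper's qRT-PCR fold change of *FOS* after FSH in Table 1 was a significant increase, and that of *JUN*, 1.03, was not significant.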

A complete list of exclusively and commonly over/underexpressed genes after FSH and AREG/EREG stimulation is shown in Additional file 2: Table S2.

### Gene ontology

The functional role of the differentially expressed genes was assessed for gene ontology using the freely available tool Database for Annotation, Visualization and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/). To increase the predictive ability, only terms with *p* values ≤0.05 were considered. The selected enriched biological processes are shown in Fig. 3. In general, treatment with FSH affected the expression of approx. double the number of genes with log2 > 1.5 than treatment with AREG/EREG. Both FSH and AREG/EREG stimulated the expression of genes associated with the regulation of cell proliferation and cell migration. 

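The ratio of transcripts called above log2 1.5 after FSH to those after AREG/EREG was 2.48, with 2.13 for overexpressed and 3.20 for underexpressed transcripts. Without the log2 threshold it was 1.87, and 1.84 to 5.52 under the alternatives, the highest with direct arrays only, followed by 2.84 with separate channels. In a single replicate, the ratio of probes past log2 1.5 was 2.03, 2.10 and 2.16 for replicates 1 to 3, an SD of 0.0672. No test of a single ratio was made, and the ratio exceeded 2 in every replicate and under each of the 18 alternatives, between 2.26 without replicate 3 and 2.78 with direct arrays only, the alternative that moved it most.

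**Figure D2:**
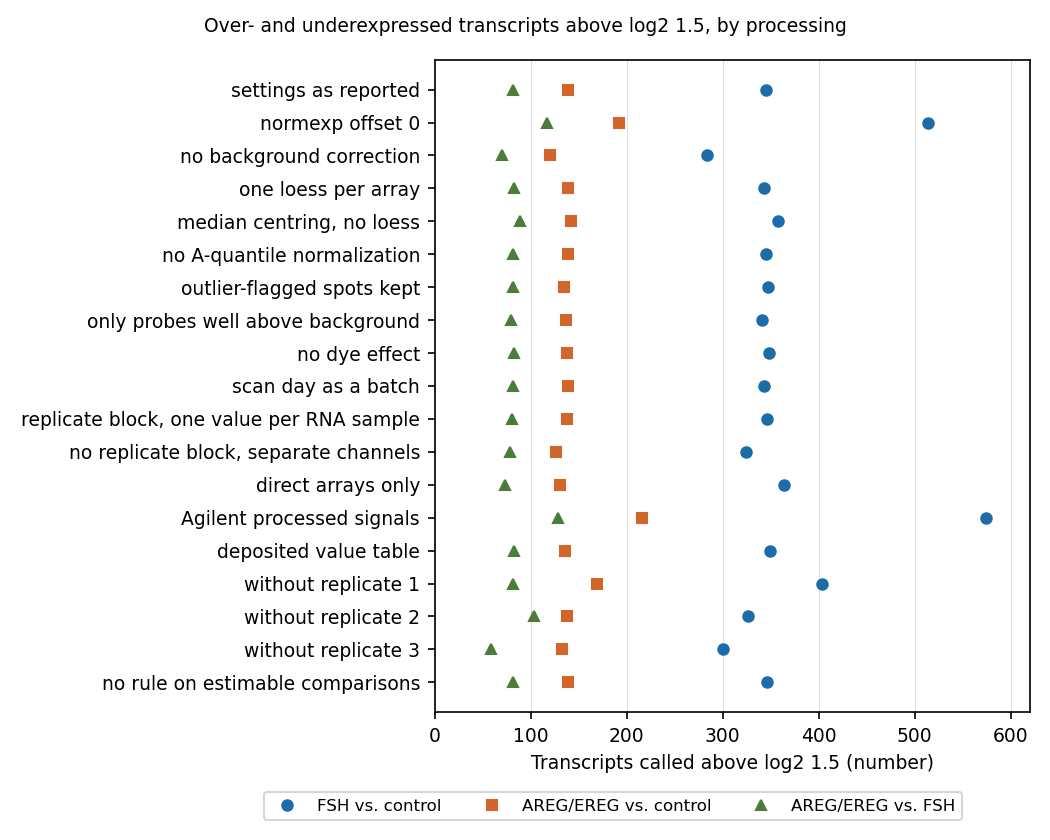
Number of transcripts called above log2 1.5 (horizontal axis) with the settings as reported and under each of the 18 alternatives (rows), for FSH vs. control (blue circles), AREG/EREG vs. control (orange squares) and AREG/EREG vs. FSH (green triangles). The FSH number exceeds the AREG/EREG number in every row.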

Interestingly, both culture conditions increased the expression of genes involved in blood coagulation and extracellular matrix remodeling (*F3*, *FBLN5*, *TFPI2*, and *SERPINE1*). In addition to AREG/EREG, FSH induced the expression of tissue plasminogen activator (*PLAT*) and urokinase plasminogen activator receptor (PLAUR). 

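*PLAT* rose by 1.72 (standard error 0.17, adjusted p = 5.64e-05) on the log2 scale after FSH and by 0.81 (standard error 0.16, adjusted p = 0.00459) after AREG/EREG. The second call was lost with the replicate block, with separate channels, with direct arrays only, without replicate 2 and without replicate 3, and its adjusted p ran from 0.00132 to 0.0660 over the alternatives. The values for *PLAUR* were 2.00 (standard error 0.15, adjusted p = 4.36e-06) after FSH and 0.40 (standard error 0.15, adjusted p = 0.0769) after AREG/EREG, and the latter was not called with the settings as reported or under any alternative, with adjusted p from 0.0107 to 0.611. In the 3 replicates *PLAUR* changed by 0.18 to 0.65 after AREG/EREG and by 1.76 to 2.37 after FSH.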

FSH also upregulated a wide variety of genes associated with inflammatory response (*ANXA1*, *BMPR1B*, *CCL4L1*, *CEBPB*, *F3TAC1*, *F11R*, *LTA4H*, *OLR1*, *PRDX2*, *TGFB1*, and *TNFAIP6*) and with the response to reactive oxygen species (*CYP11A1*, *CRYAB*, *MT3*, *OLR1*, *PRDX2*, *SDC1*, and *SERPINE1*). 

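Of the genes listed for these processes, *ANXA1* rose by 1.63 (standard error 0.14, adjusted p = 9.92e-06) on the log2 scale after FSH and *PRDX2* by 1.62 (standard error 0.06, adjusted p = 7.82e-08). The replicates of *ANXA1* spread over 1.11 to 2.10 and those of *PRDX2* over 1.47 to 1.71. The paper's qRT-PCR fold changes of *ANXA1* in Table 1 were decreases, significant after AREG/EREG and not after FSH. The rise of *ANXA1* was of a similar size after AREG/EREG, 1.85 (standard error 0.14, adjusted p = 1.2e-05), and the difference between the treatments, 0.22 (standard error 0.14, adjusted p = 0.254), was not called. *PRDX2* rose less, by 0.61 (standard error 0.06, adjusted p = 4.52e-05), a call that was lost with separate channels and with direct arrays only. In AREG/EREG vs. FSH its log2 fold change was -1.01 (standard error 0.06, adjusted p = 3.89e-06).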

As expected, the cultures with FSH increased the expression of genes involved in gonad development and ovulation (*ADAMTS1*, *BMPR1B*, *FGF9*, *FOXO3*, *PGR*, and *SDC1*). 

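*FGF9*, measured by the probe named for its RefSeq transcript, had a log2 fold change of 1.62 (standard error 0.27, adjusted p = 0.000674) after FSH. The 3 replicates gave 1.03 to 2.64, and replicate 3 was the highest. The call was lost with separate channels. It did not change detectably after AREG/EREG, with 0.16 (standard error 0.27, adjusted p = 0.707), and the difference between AREG/EREG and FSH was -1.46 (standard error 0.27, adjusted p = 0.00242). The difference was no longer called with the replicate block, with separate channels, with direct arrays only and without replicate 1. *BMPR1B* was not analysed here.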

The genes involved in the cell cycle, DNA metabolism, response to stress, cell proliferation and mitotic cell cycle checkpoint were underexpressed under both culture conditions. In the list of transcripts underexpressed in COCs cultured with AREG/EREG, the analysis revealed a group of genes (*ADM*, *FOXO1*, *FOS*, *GCLC*, and *TXNIP*) associated with the response to hormonal stimuli (Fig. 3).

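*FOS* fell by 3.48 on the log2 scale after AREG/EREG (standard error 0.28, adjusted p = 1.83e-05), with replicate values of -4.20 to -2.37. Its signal was well above background in 4 of the 6 AREG/EREG channels and in all channels of the other treatments, and the paper's qRT-PCR value in Table 1 was an increase. *FOXO1* fell by 1.44 (standard error 0.09, adjusted p = 3.75e-06), with replicate values of -1.58 to -1.32, and its qRT-PCR value, slightly above that of control, was not significant. Both were called under all 18 alternatives.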

**Fig. 3:**
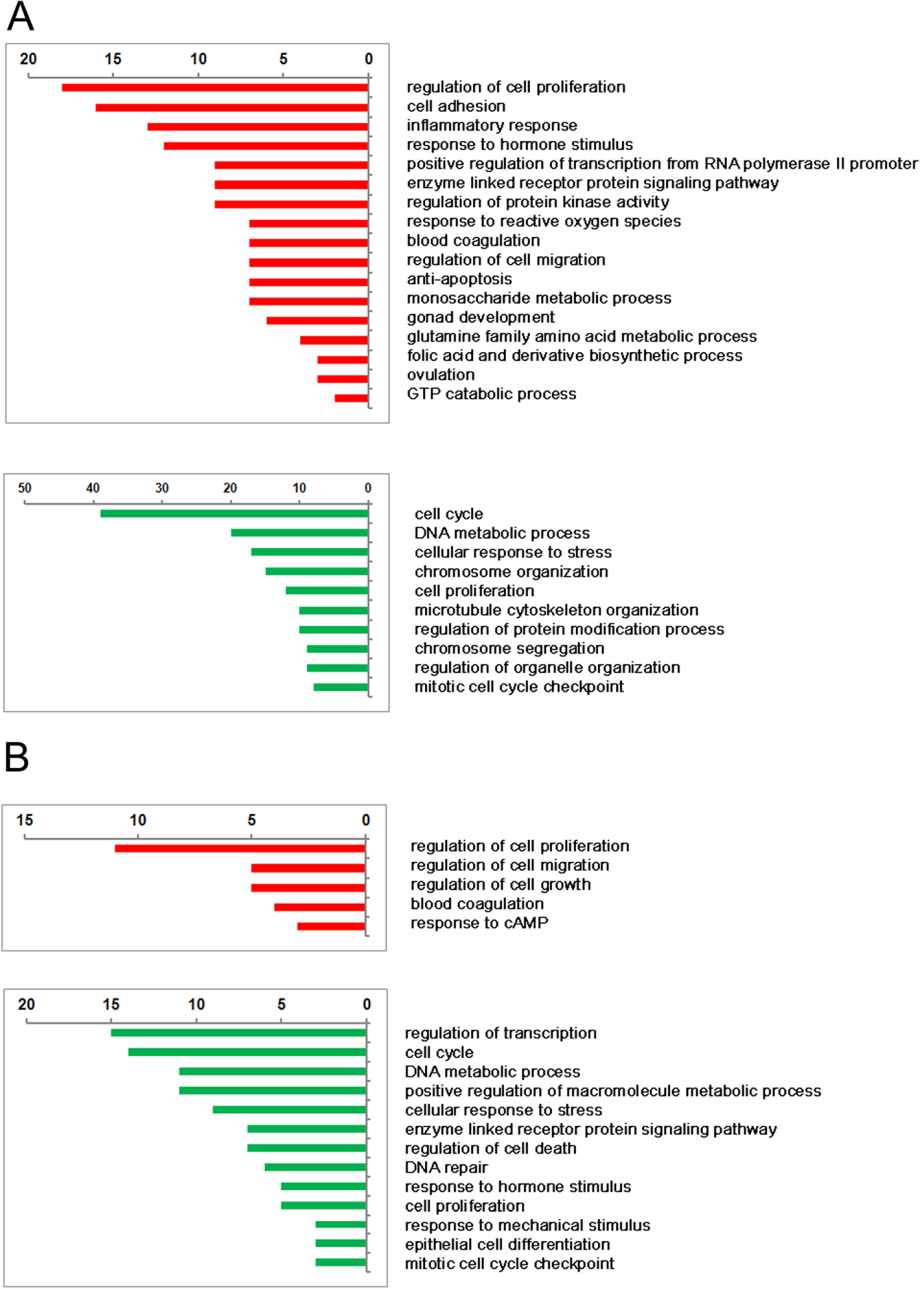
Functional classification and numbers of genes over- and underexpressed in cumulus cells after stimulation with FSH (**a**) or AREG/EREG (**b**). Only genes with log2 fold-change above 1.5 were considered for this analysis. The numbers of genes affected by the treatments are shown at the *top* of the panels. The gene ontology analysis was performed using DAVID Bioinformatic Resources (http://david.abcc.ncifcrf.gov/)

### Real-time RT-PCR validation

To confirm the microarray data analysis, we quantified the expression levels of 50 selected genes by quantitative real-time PCR (qRT-PCR). The candidate genes selected were those that had previously been identified as being involved in the physiology of reproduction. 

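Table 1 lists 62 pairs of a gene and a comparison, for 45 genes. The probe named in the table was called in the listed direction in all 62. For 45 of the 62 the array and the paper's qRT-PCR fold change lay on the same side of no change, and for 17 they did not, a count that was the same under each of the 18 alternatives. In FSH vs. control the directions were the same for 30 of 39 genes, and in AREG/EREG vs. control for 15 of 23. Of the 17, 7 had a significant qRT-PCR value in the paper. They included *RBKS*, *TNFRSF12A* and *FOS* after FSH, and *ANXA1*, *FOS* and *RGS2* after AREG/EREG. Across the 39 genes of FSH vs. control, the log2 fold changes of the array and the paper's qRT-PCR had a Pearson r of 0.585 (permutation test, 2-sided, p = 6e-05, adjusted p = 0.000240) and a Spearman rho of 0.522 (permutation p = 0.000770, adjusted p = 0.00103). Across the 23 genes of AREG/EREG vs. control, r was 0.692 (permutation p = 0.000370, adjusted p = 0.000740) and rho 0.602 (permutation p = 0.00272, adjusted p = 0.00272). Adjustment was over these 4 relations. Without the genes with the 2 most extreme array values, r was 0.551 and 0.773. Genes are not independent replicates, and the genes were selected by the authors for a change on these arrays, in both directions, which by itself widens the range of array values.

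**Figure D3:**
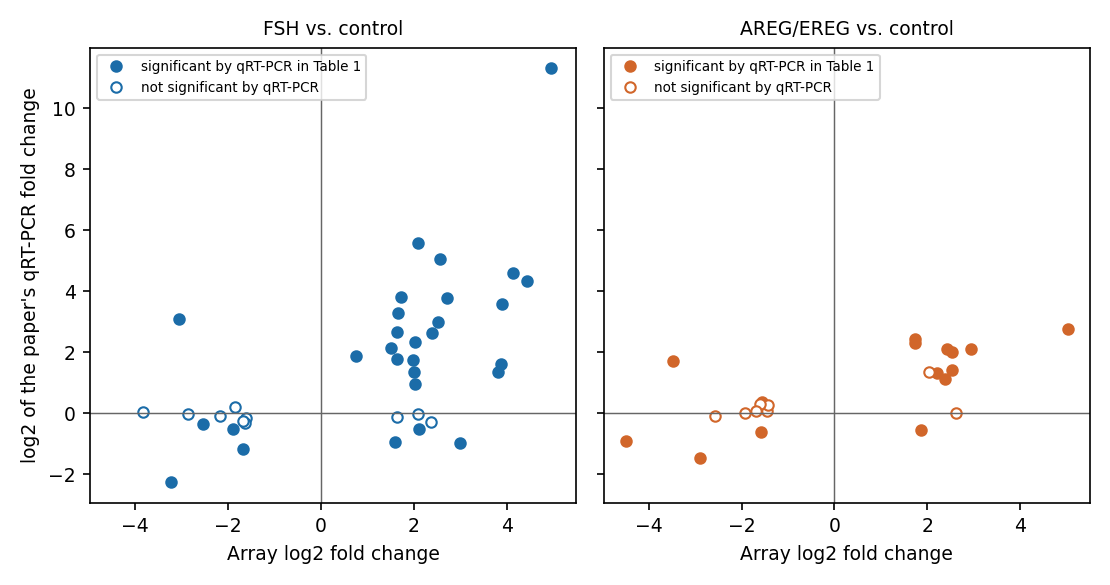
Array log2 fold change (horizontal axis) and log2 of the paper's qRT-PCR fold change (vertical axis) of the genes in Table 1, for FSH vs. control (left, 39 genes) and AREG/EREG vs. control (right, 23 genes). Filled points were significant by qRT-PCR in the paper. Points in the upper left and lower right of each panel are the 9 and 8 pairs of opposite direction.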

Table 1 shows the results of validation for the FSH vs. control and AREG/EREG vs. control microarray. 

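The 27 genes selected as overexpressed by FSH were all called on the array, and their log2 fold change was lowest for *ADAMTS1* and highest for *TNFAIP6*. The paper's qRT-PCR value was an increase for 21 of them and a decrease for the other 6, among them *ABCC5*, *ANXA1*, *ANXA2*, *RBKS* and *TNFRSF12A*. On the array these 5 had log2 fold changes of 1.60 to 3.00, and all 5 were called under every alternative.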

The validation confirmed a significant increase in expression for 21 transcripts (78 %) selected from the list of overexpressed genes originating from the FSH vs. control microarray. The list of confirmed transcripts includes factors essential for cumulus expansion (*HAS2* and *TNFAIP6*), follicle tissue remodeling (*ADAMTS1*), gonadotropin-dependent EGFR signaling (*AREG*), polyamine metabolism (*ODC1* and *SMOX*), plasminogen metabolism (*PLAT*, *PLAUR*, and *SERPINE1*) and transcription factors (*CEBPB* and *PGR*). However, only 4 transcripts (33 %; *FST*, *PPARG*, *PTGES* and *RGS3*) selected from the list of underexpressed genes were found to be significantly decreased, as measured by qRT-PCR. 

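On the array, *FST* changed by -3.24 (standard error 0.16, adjusted p = 3.96e-07) on the log2 scale after FSH, *PTGES* by -1.90 (standard error 0.17, adjusted p = 1.42e-05) and *RGS3* by -2.53 (standard error 0.12, adjusted p = 3.66e-07). Replicate values were -3.40 to -3.13 for *FST*, -1.98 to -1.78 for *PTGES* and -2.90 to -2.32 for *RGS3*. All 12 genes selected as underexpressed were called on the array, under each of the 18 alternatives too. Of the 3 genes with an increase by the paper's qRT-PCR, *FOS*, *JUN* and *PCNA*, the value for *FOS* was significant.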

Similar results were obtained with the AREG/EREG vs. control microarray. 

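The 12 genes selected as overexpressed by AREG/EREG had array log2 fold changes of 1.74 (*ITPKA*) and more, and the paper's qRT-PCR value was a decrease for 1 of them, *ANXA1*. Of the 11 genes selected as underexpressed, *JUN* fell most and *GADD45A* least. For 7 of these, *FOS*, *FOXO1*, *FST*, *GADD45A*, *ID1*, *NR5A2* and *RGS2*, the qRT-PCR value was above that of control. *RGS3* fell by 2.90 on the log2 scale (standard error 0.12, adjusted p = 6.32e-07). Of the 23 genes, *ANXA2* and *SBSN* lost their call with separate channels, *CTGF* with direct arrays only and without replicate 1, and *NR5A2* with separate channels and without replicate 3.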

The expression pattern was confirmed for 9 of 12 selected genes overexpressed in the microarray (75 %) and only 3 genes (27 %; *JUN*, *PNRC1*, and *RGS3*) selected from underexpressed ones were confirmed by qRT-PCR. 

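In AREG/EREG vs. FSH, *CTGF* had a log2 fold change of 1.55 (standard error 0.28, adjusted p = 0.00313), with replicate values of 0.55 to 2.43. The call of *CTGF* was lost with separate channels, with direct arrays only, without replicate 1 and without replicate 3. The genes lower with AREG/EREG included *TNFAIP6* at -3.89 (standard error 0.18, adjusted p = 1.59e-06), *SDC4* at -1.97 (standard error 0.11, adjusted p = 3.97e-06), *SMOX* at -1.83 (standard error 0.14, adjusted p = 1.71e-05) and *PLAUR* at -1.60 (standard error 0.15, adjusted p = 6.12e-05). *TNFAIP6*, *SDC4* and *SMOX* were called under all 18 alternatives, whereas *PLAUR* was not called with direct arrays only. *SBSN* was also lower, with replicate values of -2.56 to -1.41 (adjusted p = 0.000798), but was not called with separate channels and without replicate 3. *ANXA5*, *CITED2*, *CTSL1*, *ID3* and *NFIL3* were not analysed here.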

With the AREG/EREG vs. FSH array, qRT-PCR confirmed the microarray results for all transcripts selected from the lists of overexpressed (4) and underexpressed (13) genes (Figs. 4 and 5). Interestingly, qRT-PCR revealed significantly different expression patterns of key transcription factors (*FOXO3*, *ID1*, *ID3*, *NFIL3*, *NR5A2*, and *PGR*) between FSH- and AREG/EREG-stimulated cells. Additionally, the expression levels of *CTSL*, *PGR*, *SBSN*, *SDC4*, *SMOX* and *TNFAIP6* were increased dramatically in cells cultured with FSH in comparison with AREG/EREG-treated cells.

**Table 1:** Verification of selected differentially expressed genes by real time RT-PCR

Probe name	Gene symbol	Gene description	Fold change in gene expression values determined by RT-PCR (Mean ± SEM)	Significance vs. non-stimulated control	Array results (Fold change)
	FSH vs. Control - overexpressed				
31605:45360_15417313:f	*ABCC5*	ATP-binding cassette, sub-family C (CFTR/MRP), member 5	0.83 ± 0.12	ns.	4.79
9436:30168_CL9Contig1:f	*ADAMTS1*	ADAM metallopeptidase with thrombospondin type 1 motif, 1	3.72 ± 0.36	***	6.95
13062:45360_CL23Contig1:f	*ANXA1*	Annexun A1	0.93 ± 0.10	ns.	3.15
1117:45360_CL10Contig1:r	*ANXA2*	Annexin A2	0.98 ± 0.07	ns.	4.02
14127:9388_21549088:r	*AREG*	Amphiregulin	5.04 ± 0.46	***	4.06
18133:7423_CL1Contig2:r	*CEBPB*	CCAAT/enhancer binding protein (C/EBP), beta	9.68 ± 1.58	***	2.89
6532:35657_CL1Contig1:r	*CYP11A1*	Cytochrome P450, family 11, subfamily A, polypeptide 1	11.92 ± 0.90	***	16.20
TC226972:f	*FOXO3*	Forkhead box O3	1.97 ± 0.21	**	4.22
TC235800:f	*HAS2*	Hyaluronan synthase 2	47.63 ± 5.11	***	6.59
9355:35407_CL1Contig1:f	*HSD17B7*	Hydroxysteroid (17-beta) dehydrogenase 7	3.35 ± 0.30	***	3.87
5795:24780_CL1Contig1:r	*MARCKSL1*	MARCKS-like 1	4.44 ± 0.53	***	2.85
1337:12192_CL1Contig2:f	*ODC1*	Ornithine decarboxylase 1	6.22 ± 0.85	**	5.26
15979:340_CL1Contig1:f	*PBX1*	Pre-B-cell leukemia homeobox 1	0.70 ± 0.10	*	4.24
31453:2453_233792:f	*PGR*	Progesterone receptor	23.99 ± 5.10	**	15.57
8538:3878_CL2Contig1:f	*PLAT*	Plasminogen activator, tissue	14.16 ± 2.36	***	5.48
4143:1539_CL1Contig1:r	*PLAUR*	Plasminogen activator, urokinase receptor	2.56 ± 0.20	***	4.00
33691:1766_29276590:r	*PRDX2*	Peroxiredoxin 2	6.30 ± 0.44	***	2.88
13439:18092_CL1Contig1:r	*RBKS*	Ribokinase	0.51 ± 0.07	***	7.32
3373:854_CL1Contig1:f	*RGS2*	Regulator of G-protein signaling 2	3.47 ± 0.77	*	3.13
33911:29637_CL1Contig1:r	*SBSN*	Suprabasin	20.37 ± 1.56	***	21.54
TC204140:f	*SDC1*	Syndecan 1	2.55 ± 0.57	*	13.44
2269:10415_CL1Contig1:f	*SDC4*	Syndecan 4	13.79 ± 1.71	***	6.29
TC238171:f	*SERPINE1*	Serpin peptidase inhibitor, clade E, member 1	3.05 ± 0.50	*	14.47
31918:32605_CL1Contig2:f	*SMOX*	Spermine oxidase	33.26 ± 7.94	**	6.29
5977:12455_CL1Contig1:r	*TNFAIP6*	Tumor necrosis factor alpha-induced protein 6	2517 ± 105	***	30.54
19103:6332_CL1Contig1:f	*TNFRSF12A*	Tumor necrosis factor receptor superfamily, member 12A	0.52 ± 0.17	*	3.04
9402:4028_CL1Contig1:r	*UAP1*	UDP-N-acetylglucosamine pyrophosphorylase 1	8.01 ± 1.11	***	5.71
	FSH vs. Control - underexpressed				
707:4250_CL1Contig1:f	*FOS*	Proto-oncogene protein c-fos	8.56 ± 2.43	*	0.15
1893:12937_CL1Contig1:f	*FOXO1*	Forkhead box O1	0.90 ± 0.09	ns.	0.29
6206:5117_CL1Contig1:f	*FST*	Follistatin	0.21 ± 0.02	***	0.10
15012:1275_CL1Contig1:f	*HS3ST1*	Heparan sulfate (glucosamine) 3-O-sulfotransferase 1	0.80 ± 0.12	ns.	0.32
TC210305:f	*IRS1*	Insulin receptor substrate 1	0.98 ± 0.25	ns.	0.14
NM_213880.1	*JUN*	Jun proto-oncogene	1.03 ± 0.14	ns.	0.06
2480:21101_CL1Contig1:f	*PCNA*	Proliferating cell nuclear antigen	1.16 ± 0.12	ns.	0.29
18375:27730_CL1Contig1:r	*PNRC1*	Proline-rich nuclear receptor coactivator 1	0.94 ± 0.15	ns.	0.21
14891:209_CL4Contig1:f	*PPARG*	Peroxisome proliferator-activated receptor gamma	0.45 ± 0.04	***	0.32
1456:37319_CL1Contig1:f	*PTGES*	Prostaglandin E synthase	0.70 ± 0.10	**	0.26
12586:12773_CL1Contig1:f	*RGS3*	Regulator of G-protein signaling 3	0.78 ± 0.10	*	0.17
TC229705:f	*TRIB2*	Tribbles pseudokinase 2	0.84 ± 0.10	ns.	0.33
	AREG/EREG vs. Control - overexpressed				
13062:45360_CL23Contig1:f	*ANXA1*	Annexin A1	0.68 ± 0.11	*	3.68
1117:45360_CL10Contig1:r	*ANXA2*	Annexin A2	2.51 ± 0.41	**	4.41
45:916_CL3Contig1:f	*CTGF* (*CCN2*)	Connective tissue growth factor	2.20 ± 0.25	***	6.19
6532:35657_CL1Contig1:r	*CYP11A1*	Cytochrome P450, family 11, subfamily A, polypeptide 1	2.68 ± 0.44	**	5.82
14983:2713_CL1Contig1:f	*EIF4E*	Eukaryotic translation initiation factor 4E	2.56 ± 0.72	ns.	4.14
977:13547_CL1Contig2:r	*ITPKA*	Inositol-trisphosphate 3-kinase A	5.41 ± 1.22	*	3.36
5795:24780_CL1Contig1:r	*MARCKSL1*	MARCKS-like 1	4.96 ± 0.72	***	3.41
31453:2453_233792:f	*PGR*	Progesterone receptor	4.01 ± 0.58	***	5.25
33911:29637_CL1Contig1:r	*SBSN*	Suprabasin	4.33 ± 0.40	***	4.34
TC204140:f	*SDC1*	Syndecan 1	1.01 ± 0.01	ns.	5.88
TC238171:f	*SERPINE1*	Serpin peptidase inhibitor, clade E, member 1	6.73 ± 0.65	***	33.82
19103:6332_CL1Contig1:f	*TNFRSF12A*	Tumor necrosis factor receptor superfamily, member 12A	4.34 ± 0.53	**	7.70
	AREG/EREG vs. Control - underexpressed				
707:4250_CL1Contig1:f	*FOS*	Proto-oncogene protein c-fos	3.29 ± 0.57	**	0.09
1893:12937_CL1Contig1:f	*FOXO1*	Forkhead box O1	1.06 ± 0.25	ns.	0.33
6206:5117_CL1Contig1:f	*FST*	Follistatin	1.01 ± 0.07	ns.	0.25
9260:5151_CL1Contig1:f	*GADD45A*	Growth arrest and DNA-damage-inducible, alpha	1.20 ± 0.32	ns.	0.35
2134:17017_CL1Contig1:f	*ID1*	Inhibitor of DNA binding 1protein	1.24 ± 0.16	ns.	0.31
NM_213880.1	*JUN*	Jun proto-oncogene	0.54 ± 0.02	***	0.04
30832:5168_40390252:f	*NR5A2*	Nuclear receptor subfamily 5, group A, member 2	1.06 ± 0.08	ns.	0.31
18375:27730_CL1Contig1:r	*PNRC1*	Proline-rich nuclear receptor coactivator 1	0.65 ± 0.16	*	0.32
3373:854_CL1Contig1:f	*RGS2*	Regulator of G-protein signaling 2	1.29 ± 0.09	**	0.34
12586:12773_CL1Contig1:f	*RGS3*	Regulator of G-protein signaling 3	0.36 ± 0.03	***	0.13
TC229705:f	*TRIB2*	Tribbles pseudokinase 2	0.94 ± 0.11	ns.	0.77

*ns*. not significant. *P < 0.05; ** *P* < 0.01; *** *P* < 0.001

**Fig. 4:**
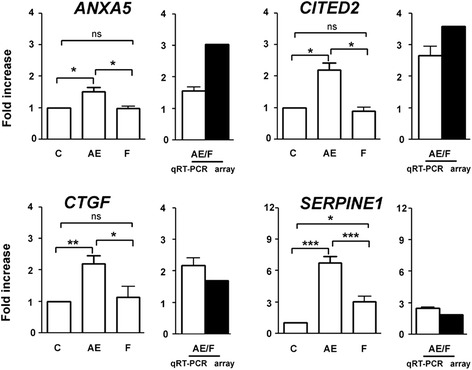
Quantitative real-time PCR validation of genes found to be overexpressed in AREG/EREG vs. FSH microarray. The relative abundance of specific gene mRNA is expressed in arbitrary units as fold increases in the specific gene /*HPRT* ratio over the level found in the control group at the time 0 h. *C* control, *AE* AREG/EREG, *F* FSH. *P* < 0.05 for *single asterisk*; *P* < 0.01 for *double asterisk*; *P* < 0.001 for *triple asterisk*

**Fig. 5:**
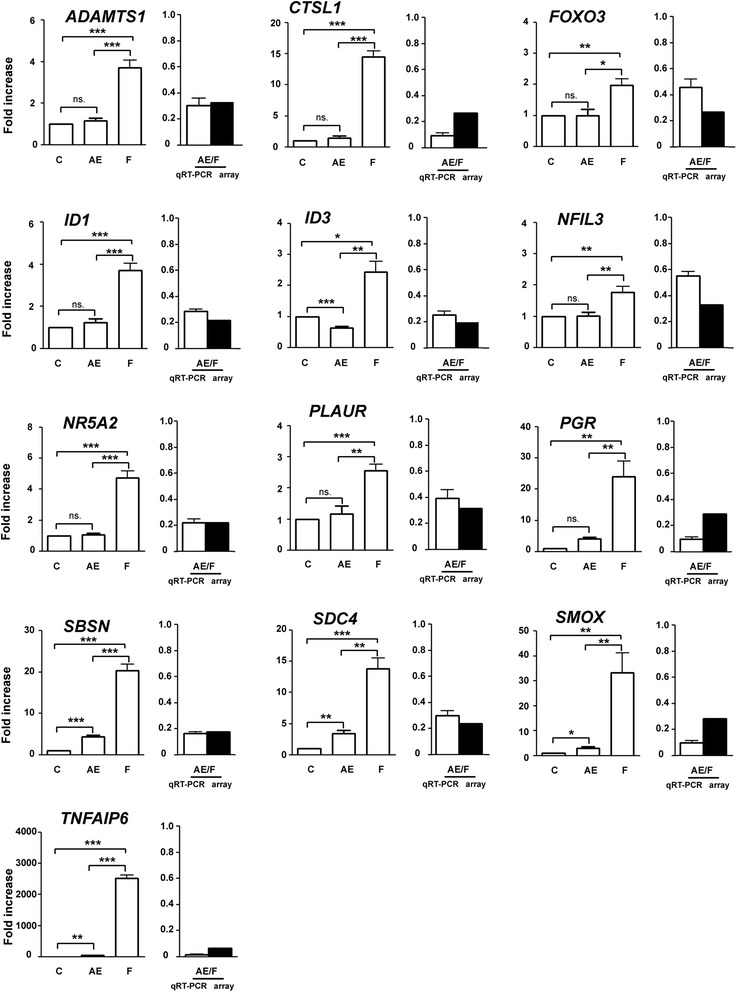
Quantitative real-time PCR validation of genes found to be underexpressed in AREG/EREG vs. FSH microarray. The relative abundance of specific gene mRNA is expressed in arbitrary units as fold increases in the specific gene /*HPRT* ratio over the level found in the control group at the time 0 h. *C* control, *AE* AREG/EREG, *F* FSH. *P* < 0.05 for *single asterisk*; *P* < 0.01 for *double asterisk*; *P* < 0.001 for *triple asterisk*

*Transcription factors*. 

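Among genes of transcription factors and regulators with a probe named in Table 1, *FOXO3*, *ID1*, *NR5A2* and *PGR* were lower with AREG/EREG than with FSH by more than 1.5 on the log2 scale. The log2 fold changes were -1.89 (standard error 0.09, adjusted p = 1.74e-06) for *FOXO3*, -2.10 (standard error 0.12, adjusted p = 4.85e-06) for *ID1*, -2.09 (standard error 0.27, adjusted p = 0.000326) for *NR5A2* and -1.60 (standard error 0.18, adjusted p = 0.000187) for *PGR*. *FOXO3* and *ID1* were called under all 18 alternatives, whereas the call was lost with separate channels and without replicate 3 for *NR5A2* and with separate channels for *PGR*. *NR5A2* was -1.19 in replicate 1 and -2.56 and -2.52 in the others. Smaller called differences were found for *CEBPB* at -1.32 and *JUN* at -0.66, with adjusted p of 6.39e-05 and 0.00181. *PNRC1* was higher with AREG/EREG by 0.58 (adjusted p = 0.00668), a call lost under 8 alternatives. *FOS*, *FOXO1* and *PPARG* did not differ past the threshold, with adjusted p of 0.292, 0.166 and 0.0131, though *PPARG* was called with median centring in place of loess and without replicate 2. The calls of *CEBPB* and *JUN* were lost with separate channels, with direct arrays only and without replicate 3.

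**Figure D4:**
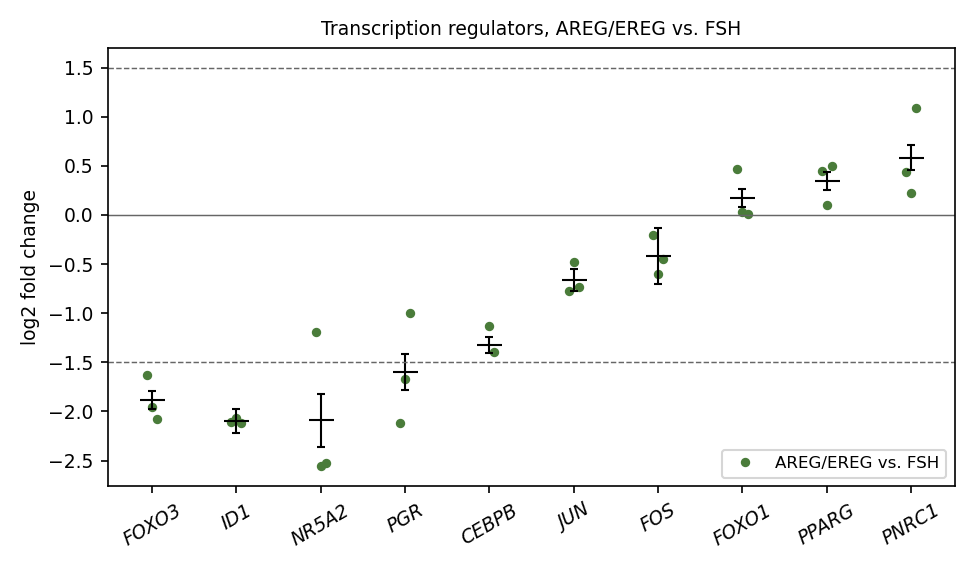
Log2 fold changes of 10 transcription factors and regulators in AREG/EREG vs. FSH. Points are the 3 replicates (2 for *CEBPB*), black bars the fitted value with its standard error, and dashed lines mark 1.5 and -1.5. *FOXO3*, *ID1*, *NR5A2* and *PGR* have fitted values below -1.5.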

The results obtained from the AREG/EREG vs. FSH microarray led us to suggest the hypothesis that different expression profiles of AREG/EREG- and FSH-stimulated cells might be caused by alterations in the expression of genes coding the key transcription factors. Therefore, the expression levels of 9 transcription factors were measured by qRT-PCR at various time points during the culture (Fig. 6). In general, FSH was found to affect transcription factor expression more efficiently than AREG/EREG. Figure 6 shows that FSH significantly stimulated the expression of *CEBPB*, *FOS*, *FOXO3*, *ID1*, *ID3* and *NR5A2*. Except for *FOS* and *ID1*, the patterns indicate the accumulation of mRNAs reaching its maximum at 4 and 2 h of culture, respectively. The amount of *FOS* mRNA quickly and dramatically increased within the first hour of culture and then the concentration progressively fell in the subsequent time intervals over the whole culture period. Surprisingly, the expression of *JUN*, a partner transcription factor of *FOS*, was neither affected by FSH- nor by AREG/EREG-stimulation. The expression of *NFIL3* was also unaffected by any type of stimulation.

**Fig. 6:**
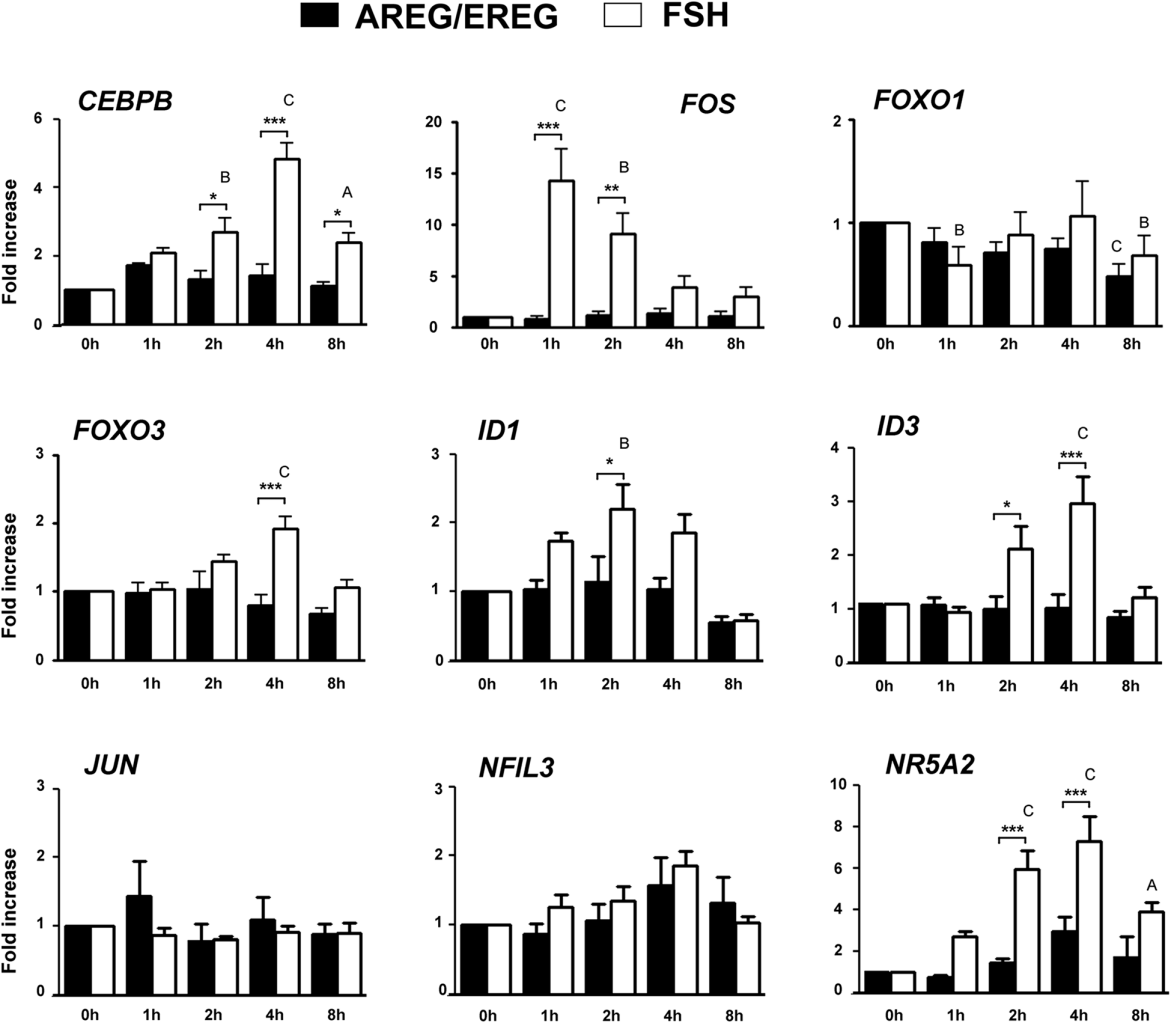
Expression of transcription factors in COCs cultured with AREG/EREG or FSH for various lengths of time. The relative abundance of specific gene mRNA is expressed in arbitrary units as fold increases in the specific gene /*HPRT* ratio over the level found in the control group of COCs at the time 0 h

## Discussion

### Design of the study

We have shown previously that an exposure of COCs to FSH as brief as 3 h, followed by culture in hormone-free medium, is sufficient to initiate the synthesis of hyaluronic acid, cumulus expansion and the resumption of pig oocyte meiosis [34]. The rapid expression of the genes critical for meiotic resumption and cumulus expansion (*HAS2*, *PTGS2*, *TNFAIP6*, *AREG*, and *EREG*) was confirmed in our previous studies [6, 28, 35]; the expression of some regulatory genes inclusive of *AREG* became downregulated by 4 h after FSH addition [28]. With the aim of detecting the primary changes in cumulus cell transcriptomes evoked by FSH or AREG/EREG, we compared non-treated controls and treated groups 3 h after the onset of culture. The data reported in this paper demonstrate that the early alterations in the gene expression profile of cumulus cells do not exclusively pertain to genes involved in the regulation of reproductive functions such as cumulus cell extracellular matrix synthesis and organization, steroidogenesis, ovulation and luteinization, but they cover a broad spectrum of cellular functions. Next, the presented data document that even though both FSH and the EGF-like factors can stimulate events associated with ovulation and final oocyte maturation, essential differences exist in their impact on the modification of the gene expression profile of the cumulus cells.

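Across 19464 probes with a value in both comparisons, the log2 fold changes after FSH and after AREG/EREG correlated with a Pearson r of 0.742 and a Spearman rho of 0.672. The comparisons share their control RNA, and unchanged groups simulated against the same control gave a mean r of 0.500 and at most 0.521 in 100 simulations. For FSH of one replicate against AREG/EREG of another, which share no RNA, r lay between 0.574 and 0.771. The correlation is across probes, which are not independent replicates, and no p-value was computed. The alternative that moved it most was leaving out replicate 2, with r = 0.686. The direction was the same for 75.1% of probes, against 66.7% in the simulations. Opposite directions with both changes called were found for 91 transcripts, 35 of which rose with FSH and fell with AREG/EREG. *RGS2* was one of them, with 1.63 (standard error 0.18, adjusted p = 5.88e-05) after FSH and -1.56 (standard error 0.18, adjusted p = 0.000183) after AREG/EREG, both called under all 18 alternatives. The paper's qRT-PCR value of *RGS2* after AREG/EREG in Table 1 was an increase.

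**Figure D5:**
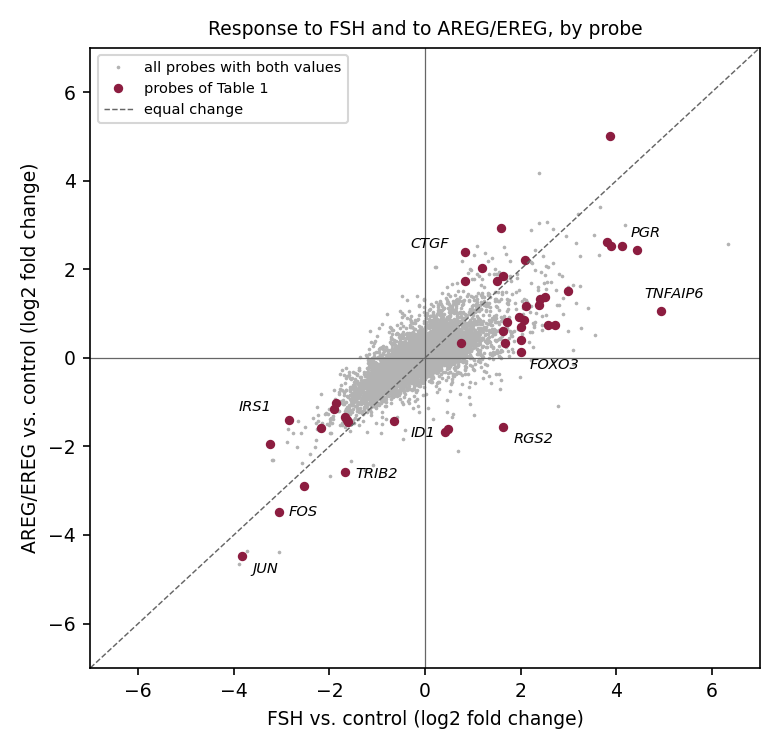
Log2 fold change after AREG/EREG (vertical axis) against that after FSH (horizontal axis), each against control, for 19464 probes (grey) and the probes of Table 1 (red). On the dashed line both changes are equal. *TNFAIP6* lies far below the line.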

### ECM formation

We found that FSH increased the expression of a variety of genes involved in extracellular matrix formation and remodeling, such as the cumulus expansion-related genes *HAS2* and *TNFAIP6*. 

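*HAS2* rose by 2.08 (standard error 0.15, adjusted p = 3.06e-06) on the log2 scale after FSH, with replicate values of 1.57 to 2.37, and by 0.86 (standard error 0.15, adjusted p = 0.00174) after AREG/EREG. The latter call was lost with separate channels, with direct arrays only, without replicate 2 and without replicate 3. A second *HAS2* probe, named for the RefSeq transcript, carried outlier marks on 8 of the 9 arrays and was not tested with the settings as reported. With outlier spots kept it rose by 0.78 after FSH and 0.56 after AREG/EREG (adjusted p = 4.66e-05 and 0.000788), in the same direction as the first. Its difference between AREG/EREG and FSH, -0.22 (adjusted p = 0.0760), was not called, unlike that of the first. *TNFAIP6* rose by 4.94 (standard error 0.18, adjusted p = 8.24e-08) after FSH, with replicate values of 4.91 to 4.99, and by 1.06 (standard error 0.18, adjusted p = 0.00177) after AREG/EREG, with 0.66 to 1.75. Its call after AREG/EREG was lost with separate channels, with direct arrays only, without replicate 1 and without replicate 3.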

HAS2 is responsible for the formation of hyaluronan, the main component of the expanded cumulus. Additionally, the expression of *HAS2* in human cumulus cells positively correlates with developmental competence of the oocyte [36, 37]. TNFAIP6 is required for the formation of covalent bonds between hyaluronan and the heavy chains of the inter-α-trypsin inhibitor family proteins [38]. Female mice lacking *Tnfaip6* demonstrated severe subfertility and impaired cumulus expansion [39]. Furthermore, FSH promoted the expression of A disintegrin and metalloproteinase with thrombospondin motifs 1 (*ADAMTS1*). 

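The *ADAMTS1* probe of Table 1 had a log2 fold change of 0.74 (standard error 0.13, adjusted p = 0.00126) after FSH, and the replicates gave 0.39 to 1.11. The call was lost with separate channels and without replicate 3. After AREG/EREG the change of 0.34 (standard error 0.13, adjusted p = 0.0822) was not called, and neither was the difference between AREG/EREG and FSH, -0.40 (standard error 0.13, adjusted p = 0.0456). The signal of this probe was well above background in 4 of the 6 control channels, 6 of the 6 FSH channels and 5 of the 6 AREG/EREG channels. The paper's Table 1 gives an array fold change of 6.95 after FSH, against 1.67 here, and a significant increase by qRT-PCR. Of 13 other probes that share a number of the probe's name, examined after the results were seen, 3 were called after FSH. Among these, only 1 rose more than 2-fold, with 7.00 after FSH and 0.324 in AREG/EREG vs. FSH, both called. That probe has no gene name here, and whether it measures *ADAMTS1* was not tested.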

In mice, ADAMTS1 is required for the structural remodeling of ovarian follicle and cumulus expansion resulting in ovulation and successful fertilization [40]. In accordance with these findings, *Adamts1* null mice demonstrated impaired female (but not male) fertility caused by morphological abnormalities in the uterus and ovaries [41]. FHS also increased the expression of carbohydrate sulfotransferase 7 (*CHST7*) which may regulate hyaluronan binding to its receptor CD44 by chondroitin sulfonation of CD44 [42].

Both FSH and AREG/EREG enhanced the expression of syndecan 4 (*SDC4*), a heparan sulfate proteoglycan that provides a mechanical link between the extracellular matrix and cytoskeleton [43]. 

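*SDC4* rose by 2.71 (standard error 0.11, adjusted p = 1.41e-07) on the log2 scale after FSH and by 0.74 (standard error 0.11, adjusted p = 0.000799) after AREG/EREG, with replicate values of 2.34 to 3.01 and 0.58 to 0.98. The rise after AREG/EREG was no longer called with separate channels, with direct arrays only, without replicate 2 and without replicate 3.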

The higher *SDC4* expression in human cumulus cells may predict normal embryo development and pregnancy [44]. Although both culture conditions increased the expression of syndecan 1 (*SDC1*) as assessed by microarray (*SDC1*), qRT-PCR revealed that *SDC1* expression is unaffected by AREG/EREG stimulation. However, the expression of heparan sulfate glucosamine 3-O-sulfotransferase 1 (*HS3ST1*) was increased in COC cultured with FSH, indicating the involvement of heparan sulfate and heparan sulfate-binding proteoglycans in extracellular matrix remodeling or signal transduction in response to gonadotropins or EGF-like peptides. Furthermore, AREG/EREG (but not FSH) enhanced the expression of connective tissue growth factor (*CTGF*), a non-structural matricellular protein that interacts with heparan-sulfate-containing proteoglycans, including syndecans [45]. 

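*SDC1* had an array log2 fold change of 3.81 (standard error 0.28, adjusted p = 3.61e-06) after FSH and 2.62 (standard error 0.28, adjusted p = 9.67e-05) after AREG/EREG, and both were called under all 18 alternatives. The replicates gave 3.21 to 4.35 and 2.22 to 3.14. The direct comparison gave -1.19 (standard error 0.28, adjusted p = 0.00919) for AREG/EREG vs. FSH, with replicate values from -2.14 in replicate 3 to -0.07 in replicate 2, and this call was lost under 9 of the 18 alternatives.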

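On the array, *HS3ST1* had a log2 fold change of -1.63 (standard error 0.06, adjusted p = 8.79e-08) after FSH, with replicate values of -1.67 to -1.58. After AREG/EREG it was -1.41 (standard error 0.06, adjusted p = 6.7e-07), and the difference between the treatments was not called (0.22, adjusted p = 0.0207).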

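*CTGF* rose by 2.38 (standard error 0.31, adjusted p = 0.000524) on the log2 scale after AREG/EREG, with replicate values of 1.72 to 3.18. Its change after FSH was 0.83 (standard error 0.28, adjusted p = 0.0364) and did not pass the threshold with the settings as reported. It passed with direct arrays only and without replicate 2. Its adjusted p over the alternatives ran from 0.000535 to 0.203.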

CTGF has been intensively investigated for its role in the growth and differentiation of granulosa cells and in the formation of the *corpus luteum* [46]. Ovarian and uterine *Ctgf* conditional knockout mice exhibit severe subfertility due to multiple reproductive defects including disrupted follicle development and decreased ovulation rates, despite normal cumulus expansion [47]. Interestingly, the phenotype of *Ctgf* null mice is similar to the phenotype of *Smad4*- or activin-deficient mice, suggesting that CTGF may be a mediator of SMAD4 and activin signaling [47]. In porcine ovaries, the *CTGF* mRNA level of granulosa cells increases as a function of follicular development to a maximum in small antral follicles but *CTGF* mRNA is underexpressed in large antral follicles [48]. These data are in accordance with other studies focused on the role of CTGF in ovarian follicle growth and development [46, 49].

### Transcription factors

Both FSH and AREG/EREG treatment affected the expression levels of various genes involved in transcription regulation. FSH promoted the expression of *CEBPB* and *CEBPD*, the members of a family of basic-leucine zipper transcription factors that interact with the CCAAT box motifs present in gene promoters. 

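For *CEBPB* all arrays of replicate 1 carried outlier marks, so its values rest on 6 arrays. The log2 fold change after FSH was 1.66 (standard error 0.07, adjusted p = 4.26e-06), with 1.59 in replicate 2 and 1.67 in replicate 3, and it was called under all 18 alternatives. After AREG/EREG it was 0.34 (standard error 0.06, adjusted p = 0.00661), a call that was lost under 10 of the 18. *CEBPD* was not analysed here.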

CEBPA and CEBPB have been previously found to be essential for ovulation and luteinization in mice [50]. Double-mutant females lacking both *Cebpa* and *Cebpb* genes in granulosa cells failed to ovulate and were completely infertile [50]. Mice null for CEBPB were subfertile and CEBPB seems to play an important role in the AREG-induced expression of *Tnfaip6* and *Ptgs2* in mouse COCs [11]. In pigs, *CEBPB* mRNA significantly increased after ovulation in the *corpus hemorrhagicum* [51]. Furthermore, the CEBPB-dependent transcription of the key genes *Areg*, *Ereg* and *Ptgs2* is inhibited by the interaction of CEBPB with the NFIL3 transcription factor on the gene promoters [52]. Interestingly, *NFIL3* expression was found to be unaffected by culture with AREG/EREG in our study, but it was only increased by FSH.

Quantitative RT-PCR analysis also revealed that FSH, but not AREG/EREG, increased the expression of *NR5A2*, a transcription factor essential for female fertility. *NR5A2* transcripts were highly abundant in granulosa cells and distinctly absent in *theca interna* and ovarian stroma [53]. Conditional knockout of *Nr5a2* in granulosa cells results in infertility, null mice are not able to ovulate due to the failure of preovulatory follicle tissue remodeling caused by abnormally low mRNA levels for proteases implicated in the ovulatory process [10]. NR5A2 seems to be essential for progesterone production [54] and the transcriptional regulation of a variety of genes important for steroidogenesis, such as *Star*, *Cyp11a1*, *Fdx1*, and *Hsd3b1* [55–57]. In accordance with such findings, NR5A2 was found to be required for the formation and maintenance of the *corpus luteum*, promotion of decidualization and for placental formation in mice [57]. However, granulosa-specific targeted disruption of the *Nr5a2* gene yielded contradictory findings about a possible role of this transcription factor in cumulus expansion [10, 54].

Surprisingly, *FOS* was rapidly but transiently induced by FSH within 1 h after addition to culture media. These data are consistent with previously published results in rats [58, 59]. In pigs, FOS is present in preovulatory follicles but lower in the corpus luteum than in antral follicles [60], indicating possible downregulation by LH signaling. Interestingly, the FSH vs. control microarray revealed that BATF3, an inhibitor of the AP1 complex [61, 62], was overexpressed in response to FSH and the transcript was assessed as underexpressed in the AREG/EREG and FSH microarray. However, the role of AP1/FOS during folliculogenesis and ovulation is poorly understood, and it may be involved in many cellular processes, e. g. in the regulation of steroidogenesis [63] or granulosa cell proliferation [64].

In contrast to AREG/EREG, FSH induced the expression of the *ID1* and *ID3* transcription factors. 

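*ID1* rose by 0.49 (standard error 0.12, adjusted p = 0.00844) on the log2 scale after FSH, with replicate values of 0.05 to 0.76, and replicate 3 was the lowest. The call was lost under 11 of the 18 alternatives, with adjusted p from 0.000298 to 0.158. After AREG/EREG *ID1* fell by 1.61 (standard error 0.12, adjusted p = 1.34e-05), a call held under all 18, while the paper's qRT-PCR value was above control. *ID3* was not analysed here.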

In ovine follicles, the ID1 and ID3 proteins are present in granulosa cells, particularly in the peri-oocytic region [65], indicating the involvement of oocyte-derived factors such as GDF9 and BMP15. Indeed, GFP9 and GMP15 were found to stimulate *ID1* expression in ovine granulosa cells, and both *ID1* and *ID3* mRNA levels were increased by BMP6 and decreased by activin A [65]. In porcine granulosa cells, FSH promoted the expression levels of *ID2* and *ID3* [46]. We also found that AREG/EREG (but not FSH) enhanced the expression of Cbp/P300-interacting transactivator 2 (*CITED2*). This transcription factor is involved in gonad development [66] and negatively regulates the expression of genes coding matrix metalloproteinases in chondrocytes [67].

In agreement with the microarray results, qRT-PCR confirmed the downregulation of *PPARG* mRNA in COCs cultured in the presence of FSH. In mice, the level of *Pparg* mRNA is enhanced in a progesterone-dependent manner in the granulosa cells of PMSG-primed mice treated with hCG [68]. Granulosa cell-specific deletion of *Pparg* resulted in a significant impairment of follicle rupture and subfertility [68]. However, other *Pparg* null mice didn’t exhibit any problems in their ovulation process and were subfertile due to abnormal implantation [69].

### Polyamine metabolism

FSH also stimulated the expression of *ODC1* and *SMOX*, enzymes involved in polyamine metabolism. 

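*ODC1* rose by 2.39 (standard error 0.11, adjusted p = 5.85e-07) on the log2 scale and *SMOX* by 2.57 (standard error 0.14, adjusted p = 5.55e-07) after FSH. The replicate values were 2.26 to 2.50 for *ODC1* and 2.43 to 2.68 for *SMOX*. Both rose less after AREG/EREG, *ODC1* by 1.33 (standard error 0.11, adjusted p = 3.84e-05) and *SMOX* by 0.74 (standard error 0.14, adjusted p = 0.00259). The latter call was lost with the replicate block, with separate channels, with direct arrays only, without replicate 1 and without replicate 2. In AREG/EREG vs. FSH, *ODC1* had a log2 fold change of -1.07 (standard error 0.12, adjusted p = 0.000269), which was not called with direct arrays only.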

Xenopus oocytes lacking ODC1 activity exhibit high levels of reactive oxygen species and high caspase 3 activity [70]. Female mice overexpressing *Sat1 mRNA*, whose product is a rate-limiting enzyme in polyamine catabolism, were found to be infertile due to ovarian hypofunction and hypoplastic uteri [71]. The ovaries of these mice contained the primary and small secondary follicles, but larger developing follicles and *corpora lutea* were absent, indicating disruption of the late phases of folliculogenesis and ovulation. SMOX oxidizes spermine to produce spermidine, 3-aminopropanal and hydrogen peroxide [72]. Exogenous hydrogen peroxide on its own effectively induced cumulus expansion in mouse COCs [73]. Moreover, broad-range scavengers of reactive oxygen species (ROS) inhibited LH-induced cumulus expansion, activation of EGFR and MAPK3/1 and expression of cumulus expansion-related genes (*Has2*, *Ptgs2*, *Tnfaip6*) [73]. Antioxidants may even reduce the ovulation rate in mice [73, 74] and rabbits [75]. Interestingly, AREG/EREG induced the expression of neutrophil cytosol factor 2 (*NCF2*) which is required for the activation of NADPH oxidase and superoxide production [76].

### ROS

The generation of ROS in rat follicles induced by LH was previously described to be coupled with mitochondrial steroidogenesis via Star/Cyp11A1 [77]. To protect against oxidative damage and subsequent apoptosis, the increase in steroidogenic capacity is correlated with increased activity of the antioxidants [78]. Both FSH and AREG/EREG promoted expression of glutaredoxin 1 (*GLRX*), which reduces low-molecular-weight disulfides and proteins [79]. Moreover GLRX was shown to reduce mixed disulfides between various signaling proteins and glutathione, regenerating their activities and affecting signal transduction and cellular response [79]. FSH induced the expression of a variety of genes involved in the response to oxidative damage (*EPHX3*, *GSTM3*, *KLHDC10*, *PRDX2*, *MT2A*, and *MT3*). Glutathione S-transferase M3 (GSTM3) has well-established roles in the detoxification and clearance of a variety of electrophilic compounds, including xenobiotics as well as substances generated by ROS damage to intracellular molecules [80], but also acts as a tumor suppressor [81]. Peroxiredoxin 2 (PRDX2) is an antioxidant enzyme reducing hydrogen peroxide and alkyl hydroperoxides by using reducing agents such as thioredoxin [82]. *Prdx2* was previously found to be expressed in the ovaries of eCG-primed rats in response to hCG administration, localized in the granulosa and theca cells of preovulatory follicles in the ovaries of eCG-primed rats [74]. PRDX2 is proposed to be part of a control mechanism for the balance between the production and elimination of hydrogen peroxide during the periovulatory period [74]. In mouse granulosa cells, suppression of the *Prdx2* gene using siRNA inhibits cell proliferation, promotes apoptosis and increases the production of endogenous hydrogen peroxide [83]. Furthermore, the expression of *PRDX2* in the cumulus cells of women positively correlates with embryo quality [84].

### Coagulation factors

Surprisingly, both FSH and AREG/EREG induced the expression of genes involved in “blood coagulation”, namely plasminogen activator inhibitor 1 (*SERPINE1*), tissue factor (*F3*), and tissue factor pathway inhibitor 2 (*TFPI2*). Moreover, FSH itself increased the expression levels of urokinase plasminogen activator surface receptor (*PLAUR*), tissue-type plasminogen activator (*PLAT*), junctional adhesion molecule A (*F11R*), CD9 antigen (*CD9*). PLAT, SERPINE1 and PLAUR are components of the plasminogen activation system, which regulates the conversion of plasminogen to plasmin. Numerous studies have reported the expression of these genes in antral follicles after exposure to a gonadotropin surge [85–87], but the role of plasmin during the ovulation process is still unclear. Plasmin is assumed to play a role in collagen breakdown and stigma development [88]. On the other hand, plasminogen-deficient females exhibited normal ovulation efficiency compared to plasminogen wild-type mice [89] and the reduced fertility of plasminogen knockout females may be caused by poor general health [90]. Some studies indicate that plasmin activity is involved in cumulus expansion and/or extracellular matrix remodeling [91], and progesterone production by the *corpus luteum* [92]. In pigs, plasmin detached sperm bound to *zona pellucida* and thus reduced the risk of polyspermy [93].

## Conclusions

The stimulation of in vitro cultured COCs by both FSH and EGF-like factors caused a rapid and extensive rearrangement of gene expression patterns in cumulus cells. These early changes in the cumulus cell transcriptome not only pertained to events associated with the final maturation of oocytes and expansion of the cumulus cells, but they covered a broad spectrum of general cellular functions including signal transduction, regulation of the cell cycle, growth and proliferation, cytoskeleton and microtubule organization, metabolism, apoptosis, response to stress and last but not least the regulation of transcription. As expected, the impact of FSH on cumulus cell gene transcription was higher than the impact of EGF-like factors in terms of the number of cell functions affected as well as the number of over- and underexpressed genes. 

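Of the transcripts called against control at the adjusted p alone, 3005 were called after both FSH and AREG/EREG, and 2914 of these changed in the same direction. The comparisons share their control RNA and the set was selected by a call in both, which raises this number by itself, and no value without a shared response was computed for the set. The change was smaller with AREG/EREG for 2147 of the 3005. The difference between AREG/EREG and FSH was itself called for 1079 (35.9%), so for the other transcripts of this set the treatments were not shown to differ. From the larger numbers of over- and underexpressed genes and of affected cell functions after FSH, the paper concludes that FSH had the higher impact on transcription in the cumulus cells.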

As for the regulation of ovarian functions, both FSH and EGF-like factors overexpressed genes involved in the post-ovulatory switch in steroidogenesis (*CYP11A1* and *PGR*) and tissue remodeling (*F3*, *SERPINE1*, and *TIMP1*). However, FSH was remarkably more efficient in the up-regulation of several specific genes that are considered to be essential for the successful ovulation of matured oocytes (*ADAMTS1*, *HAS2*, *HSD17B7*, *PLAT*, *PLAUR*, and *TNFAIP6*) and that have also been reported to play an essential role in the maturation of cumulus-enclosed oocytes in vitro (*ADAMTS1*, *HAS2*, and *TNFAIP6*).

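In the direct comparison of AREG/EREG with FSH, *HAS2* had a log2 fold change of -1.22 (standard error 0.15, adjusted p = 0.000255), *HSD17B7* of -1.05 (standard error 0.11, adjusted p = 0.000129) and *PLAT* of -0.91 (standard error 0.16, adjusted p = 0.00254). The replicate values were -1.44 to -1.05, -1.27 to -0.72 and -1.30 to -0.58. *HAS2* and *HSD17B7* were called under all 18 alternatives, and *PLAT* was not called with separate channels, with direct arrays only, without replicate 2 and without replicate 3. Against control, *HSD17B7* rose by 1.97 (standard error 0.11, adjusted p = 8.32e-07) after FSH.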

We have shown in our previous work that EGF-like peptides do not mimic all effects of FSH on cultured pig COCs, nevertheless they provided oocytes with the developmental competence comparable or even higher than those stimulated with gonadotropins [28]. These data were confirmed in further studies with pig and bovine COCs [32, 33, 94]. Moreover, a synergistic effect of AREG and oocyte-derived paracrine factors (GDF9, BMP15) and cAMP on promotion of developmental competence of in vitro cultured oocytes was recently reported [32, 33]. The molecular background of this feature was identified as a promotion of EGFR signaling system in the somatic cell compartment, which was critical for successful maturation of less competent COCs isolated from small size follicles [33]. Taken together with the data of the present study, we may conclude that in a simplified model of in vitro culture of COCs isolated from growing follicles, both cAMP-PKA signaling induced by gonadotropins and action of oocyte-derived paracrine signaling are required for proper function of the EGFR activated by EGF-like peptides. The application of this knowledge may increase efficiency of the current IVM/IVF systems for use in animal breeding, biomedicine and for the treatment of infertility.

## Additional files

Additional file 1: Table S1. List of primers used for microarray data analysis verification. List and data of primers used in qRT-PCR. F, forward primer; R, reverse primer. (XLSX 18 kb) Additional file 2: Table S2. List of over- and underexpressed genes in cumulus cells stimulated with FSH or AREG/EREG depicted in Venn diagrams. A complete list of genes depicted in Venn diagrams (Fig. 2). (XLSX 47 kb)

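All 45 genes of Table 1 appear in the list. For 39 of them the probe named in Table 1 fell in the same regions of the diagrams here, that is, it was called above log2 1.5 in the same set of comparisons, in both directions. The other 6 included *ADAMTS1*, *MARCKSL1*, *RBKS*, *FOXO1* and *GADD45A*. For 4 of these the value that decided the region lay close to the threshold. *MARCKSL1* had a log2 fold change of 1.50 after FSH, short of 1.5 before rounding, *RBKS* of -1.50 in AREG/EREG vs. FSH and *GADD45A* of -1.44 after AREG/EREG, where *FOXO1* also stayed short of 1.5.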

## Abbreviations

ADAMTS1: A disintegrin and metalloproteinase with trombospondin motif 1
ADM: Adrenomedullin
AKT: v-akt murine thymoma viral oncogene homolog
ANXA1: Annexin A1
ANXA2: Annexin A2
ANXA5: Annexin A5
AP1: activator protein 1
AREG: Amphiregulin
BATF3: Basic leucine zipper transcriptional factor ATF-like 3
BMP6: Bone morphogenetic protein 6
BMP15: Bone morphogenetic protein 15
BMPR1B: Bone morphogenetic protein receptor type-1B
BTC: Betacellulin
CCL4L1: Chemokine (C-C motif) ligand 4-like 1
CEBPA: CCAAT/enhancer binding protein alpha
CEBPB: CCAAT/enhancer binding protein beta
CD9: CD 9 antigen
CEBPD: CCAAT/enhancer binding protein delta
CHST7: Carbohydrate sulfotransferase 7
CITED2: Cbp/P300-interacting transactivator 2
COC: Cumulus-oocyte complex
CREB: cAMP response element binding protein
CREM: cAMP response element modulator
CRYAB: Crystallin, alpha- B
CTSL: Cathepsin L
CTGF: Connective tissue growth factor
CYP11A1: Cytochrome P450, family 11, subfamily A, polypeptide 1
EGF: Epidermal growth factor
EGFR: Epidermal growth factor receptor
EPHX3: Epoxide hydrolase 3
EREG: Epiregulin
F3: Coagulation factor 3
F11R: F11 receptor
FBLN5: Fibulin-5
FDX1: Ferredoxin 1
FGF9: Fibroblast growth factor 9
FOS: Proto-oncogene protein c-fos
FOXO1: Forkhead box protein O1
FOXO3: Forkhead box protein O1
FST: Follistatin
FSH: Follicle stimulating hormone
GCLC: Glutamate cysteine ligase catalytic subunit
GDF9: Growth differentiation factor 9
GLRX: Glutaredoxin 1
GRB14: Growth factor receptor-bound protein 14
GRB14: Growth factor receptor-bound protein 14
GSTM3: Glutathione S-transferase Mu 3
GV: Germinal vesicle
GVBD: Germinal vesicle breakdown
HA: hyaluronic acid
HAS2: Hyaluronan synthase 2
HS3ST1: heparan sulfate glucosamine 3-O-sulfotransferase 1
HSD17B7: Hydoxysteroid (17-beta) dehydrogenase 7
HSD3B1: Hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 1
ID1/3: Inhibitor of DNA-binding protein 1/3
IRS1: Insulin receptor substrate 1
JUN: Jun proto-oncogene
KLHDC10: Kelch domain-containing protein 10
LH: Luteinizing hormone
LTA4H: Leukotriene A-4 hydrolase
MII: metaphase II
MAPK3/1: Mitogen-activated protein kinase 3/1
MT2A: Metallothionein 2A
MT3: Metallothionein 3
NCF2: Neutrophil cytosol factor 2
NFIL3: Nuclear factor interleukin-3-regulated
NR4A1: Nuclear receptor subfamily 4, group A, member 1
NR5A2: Nuclear receptor subfamily 5, group A, member 2
NRIP1: Nuclear receptor-interacting protein 1
ODC1: Ornithine decarboxylase 1
OLR1: Oxidized low-density lipoprotein receptor 1
PGR: progesterone receptor
PI3K: phosphoinositide-3-kinase
PKA: Protein kinase A
PLAT: plasminogen activator, tissue
PLAUR: Plasminogen activator, urokinase receptor
PNRC1: Proline-rich nuclear receptor coactivator 1
PPARG: Peroxisome proliferator-activated receptor gamma
PRDX2: Peroxiredoxin-2
PTGS2: Prostaglandin-endoperoxide synthase 2
PTGER: Prostaglandin E receptor 2
PTGES: Prostaglandin E synthase
RGS3: Regulator of G-protein signaling 3
SAT1: Spermidine/spermine N1-acetyltransferase 1
SBSN: Suprabasin
SDC1: Syndecan 1
SDC4: Syndecan 4
SERPINE1: Serpin peptidase inhibitor, clade E, member 1
SMAD2: SMAD family member 2
SMAD4: SMAD family member 4
SMOX: Spermine oxidase
SNAP: S-nitroso-N-acetyl-penicillamine
TAC1: Tachykinin precursor 1
TFPI2: Tissue factor pathway inhibitor 2
TGFB1: Transforming growth factor beta-1
TNFAIP6: Tumor necrosis factor alpha-induced protein 6
TXNIP: Thioredoxin-interacting protein

How the deposited data were processed for this re-analysis (not part of the article)

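Cumulus cells of pig COCs cultured for 3 h with FSH, with AREG/EREG or without stimulation were profiled on 9 arrays with 2 dyes, in 3 loops of 3 arrays. Each treatment had 3 RNA samples, and each RNA sample was hybridized to 2 arrays. The authors scanned the arrays and deposited, for each spot and dye, the median intensity and background intensity and the processed intensity that Agilent Feature Extraction computes with its own background and dye correction. They also deposited a table of log2 ratios of red to green for 19980 spots per array. The log2 ratios in the authors' table correlated with the log2 ratios computed here with r from 0.998 to 0.999 per array, and were used as an alternative only.

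Intensities were processed with limma 3.58.1 in R 4.3.3, after the paper's methods. Median signals were corrected with normexp over all spots, with an offset of 50 that the paper does not state. Ratios were normalized by print-tip loess over 48 subgrids of 432 spots, in which control spots and outlier spots had no weight. Outlier spots were then set to missing and control spots left out (336 blank, 360 mismatch and 60 negative control spots). A-quantile normalization changes only the mean intensity of a spot, so the ratios and their fits did not depend on it. Repeat spots were averaged for the 37 probes spotted more than once. The model had the treatments and a dye effect, with 6 residual degrees of freedom for probes measured on all arrays. Every p of a fold change is from limma's moderated test, with Benjamini-Hochberg adjustment over the probes tested in that comparison. Ratios within one loop gave the value of a single replicate by least squares.

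A comparison was tested where the arrays with a value could estimate it, which left out 449 probes in FSH vs. control and 446 in each of the other comparisons. Probes with no residual degree of freedom of their own, whose standard error rests on the spread of the other probes, numbered 166, 168 and 164, and 4, 0 and 3 of them were called. This rule replaced limma's own handling after the first counts had been seen, and the former fit is kept as an alternative. The samples, models, named genes and the other 17 alternatives were chosen before the data were examined. The model was tested on simulated data with known changes in 198, 197 and 395 probes of the 3 comparisons. It recovered 90.9% of changed probes in FSH vs. control, 90.4% in AREG/EREG vs. control and 93.7% in AREG/EREG vs. FSH. Of the simulated calls, 2.17%, 0.559% and 1.33% were false. The simulated changes were no smaller than 1 on the log2 scale. In the data 85.8%, 88.0% and 91.6% of the called changes were under 1, for which the simulation gives no recovery.

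The replicate numbers pair the RNA samples on the arrays. Deviations from the treatment means, across probes well above background, correlated with r from 0.268 to 0.706 for the 9 pairs of samples with the same number and from -0.650 to 0.449 for the 18 pairs with different numbers. Samples with the same number also share arrays, which adds to this correlation. Deviations were taken from the mean of only 3 samples per treatment. Positive values for the same number thus force lower values for different numbers, and the contrast between the 2 sets is partly built in. The arrays of replicate 1 were scanned on one day and those of replicates 2 and 3 on another, so both scan days held all treatments.

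The named genes are those the paper names in its Results, Discussion, Table 1 and Figs. 4 and 5 for which Table 1 names a probe (45 genes) or a probe carries a RefSeq accession that the annotation table names (182 of 195 such probes matched). For *HAS2* the probe of Table 1 was used. In addition, the probes with the largest rise and fall in each comparison were examined, and some are printed. The correlation of array and qRT-PCR values used the qRT-PCR values of Table 1, which are the paper's, with 100000 permutations. The gene ontology analysis was not repeated here, and the qRT-PCR measurements were not analysed here. Results for some genes are not reported here.

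The alternatives were a normexp offset of 0, no background correction, one loess per array, median centring in place of loess, no normalization between arrays, outlier spots kept, only probes well above background in both channels on at least 5 arrays, no dye effect, a dye effect per scan day, the replicate block, separate channels, direct arrays only, Agilent's processed signals, the authors' deposited log2 ratios, each replicate left out in turn, and the former fit without the rule on estimable comparisons. No depth of sequencing applies to arrays. The number of arrays limits the precision, and the number of probes well above background limits which transcripts were measured.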

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

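No test in this part was chosen after its result was seen. A dye effect was called for 212 of 19509 transcripts tested, 43 brighter in red and 169 brighter in green. The paper's model has a dye effect and the paper reports no value for it. The called effects had a median size of 0.31 and a maximum of 0.95 on the log2 scale. A dye effect was called for 5.92% of the 2803 tested probes not well above background on most arrays and for 0.275% of the 16706 other tested probes, so signal near background is a candidate source of most of these effects. Their number was 1997 with one loess per array and 6836 with median centring, and with a replicate left out it fell to between 1 and 7, where fewer arrays are fitted. No biological explanation was tested.

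The signal was well above background for 74.0% of the negative control spots, against 2.96% of blank spots and 89.2% of spots of probes. The paper does not report on control spots. What the negative control spots bind was not analysed here, and no technical or biological explanation was tested. The Agilent criterion is thus met by spots that were placed as negative controls, which limits what it says about a single dim probe.

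The array carries versions of 60 probes with 1 to 10 mismatched bases. Of the 60 versions with 10 mismatches, 13 were called in FSH vs. control, against 21 of the matched probes. The median brightness changed by -2.64 on the log2 scale at 10 mismatches, and the median share of the matched probe's log2 fold change was 0.292. For *CYP11A1* the versions with 1 to 7 mismatches had log2 fold changes of 3.81 to 4.30 after FSH and the version with 10 mismatches 2.15, while brightness changed by -2.34. The gene's own transcript and a related transcript would both bind less as mismatches are added, so these values do not decide between them, and a rise of *CYP11A1* itself and cross-hybridization cannot be told apart from these versions.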

How the results depend on the processing

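The alternative without the rule on estimable comparisons was chosen after the data had been seen, and the other 17 were set in advance. Counts are given in the order FSH vs. control, AREG/EREG vs. control and AREG/EREG vs. FSH. With separate channels 1310, 462 and 195 transcripts were called, and with direct arrays only 4213, 763 and 606, which fits 3 arrays per comparison. In the simulated data separate channels recovered 89.4, 84.8 and 91.2% of the changes and direct arrays only 70.7, 80.8 and 74.6%. The simulated changes were no smaller than 1 on the log2 scale, and the simulated RNA samples of a replicate shared no deviation. In the data, deviations of samples with the same replicate number correlated with r from 0.268 to 0.706. The simulation therefore cannot show what separate channels lose by leaving out the replicate. The cause of the lower counts was not tested. The replicate block, which pairs the RNA samples by replicate, called 5640, 2566 and 2411, a change of more than 1.5 times in AREG/EREG vs. FSH alone, and has fewer residual degrees of freedom. For named genes the replicate block lost 11 calls, those of *CEBPB*, *PLAT* and *SMOX* in AREG/EREG vs. control, *GADD45A* and *ID1* in FSH vs. control and *SDC1*, *PCNA*, *PNRC1*, *PTGES*, *GADD45A* and *FGF9* in AREG/EREG vs. FSH, and it changed no other call of a named gene. With 1 replicate left out the counts were 3841 to 5224, 1591 to 2544 and 1155 to 2621. The remaining alternatives kept each count within 1.5 times. Without the rule on estimable comparisons 7160, 3815 and 4009 were called, of which 7152, 3812 and 3955 were called with the rule.

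Above log2 1.5 the counts stayed within 1.5 times of 345, 139 and 82 except with Agilent's processed signals, where they were 574, 216 and 129. The cause was not tested. FSH gave more transcripts than AREG/EREG against control under each of the 18 alternatives, with and without the log2 threshold. The ratio of the counts above log2 1.5 was 2.68 with a normexp offset of 0, 2.37 without background correction, 2.57 with outlier spots kept, 2.57 with separate channels, 2.78 with direct arrays only, 2.66 with Agilent's processed signals and 2.57 with the authors' deposited log2 ratios, and 2.26 to 2.39 with 1 replicate left out. These differ from 2.48 by more than the SD between replicates, and the cause was not tested.

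In AREG/EREG vs. FSH the share of called transcripts that were higher with AREG/EREG was 58.9%, and 24.6% with separate channels. Above log2 1.5 this share was 17.1%, and 33.7% without replicate 2 and 6.78% without replicate 3. The cause was not tested. The count of transcripts with a called dye effect was 1997 with one loess per array, 6836 with median centring, 5 with only probes well above background, where fewer probes were tested, 1650 with Agilent's processed signals and 1 to 7 with 1 replicate left out.

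Of 141 comparisons of named genes, 122 were called, and none of these changed its direction under any of the 18 alternatives. The sign changed for 3 comparisons in AREG/EREG vs. FSH that were called under no setting. 92 stayed on the same side of the threshold under all 18, and 77 of these were called. Calls were lost for 41 comparisons with separate channels, 27 with direct arrays only, 24 without replicate 3, 15 without replicate 1, 11 with the replicate block, 10 without replicate 2, 6 each with a dye effect per scan day and with Agilent's processed signals, 5 with a normexp offset of 0, 3 without background correction, 2 with one loess per array, and 1 each with median centring, no dye effect, outlier spots kept and the authors' deposited log2 ratios. Calls were gained for 3 comparisons without replicate 2 and 1 each with direct arrays only, median centring, no dye effect and without replicate 1.

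Of the 14 regions of the Venn diagrams, 4 moved by more than 1.5 times with Agilent's processed signals 3 with a normexp offset of 0, 2 each with separate channels, with direct arrays only and without replicate 2, and 1 each without background correction and without replicate 3. One count per gene was not run, because most probes have no gene name in the tables used. The number of arrays, and signal over background, limit which changes could not be shown here: 77.1% to 95.6% of probe spots per array and channel were well above background.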

Differences from the paper's values

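The comparison of the diagram regions with Table S2 was chosen after the results were seen. In AREG/EREG vs. FSH the paper's number of underexpressed transcripts is 2581, against 1641 here. Among the alternatives set before the data were examined, it came within 1.5 times of the paper's without background correction (1722), with outlier spots kept (1833) and with the authors' deposited log2 ratios (1832), and not under the others.

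For *ADAMTS1* the paper's array fold change after FSH in Table 1 is 6.95, against 1.67 here, and under no alternative did it come within 1.5 times (the highest was 2.53, with Agilent's processed signals). In AREG/EREG vs. FSH its array fold change is about 0.33 in Fig. 5, read by eye, against 0.760 here, and under no alternative did it come within 1.5 times (the lowest was 0.622). For *TRIB2* the paper's fold change after AREG/EREG is 0.77, against 0.168 here, and under no alternative did it come within 1.5 times (the nearest was 0.18, without replicate 3). Table S2 lists *TRIB2* among the transcripts underexpressed by more than log2 1.5 after AREG/EREG, which a fold change of 0.77 is not.

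For *HAS2* the paper's fold change after FSH is 6.59, against 4.21 here. Of the alternatives set before the data were examined, the values with a normexp offset of 0 (6.59), direct arrays only (4.53), Agilent's processed signals (7.61) and without replicate 1 (5.03) came within the limit, and the others did not. For *PLAT* the paper's value after FSH is 5.48, against 3.28 here, and those with a normexp offset of 0 (4.32), Agilent's processed signals (4.50) and without replicate 1 (4.19) came within it, and the others did not.

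The paper states that FSH increased *HS3ST1*, whereas the array log2 fold change here was -1.63 (adjusted p = 8.79e-08), and the paper's qRT-PCR value in Table 1 was also below that of control.

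Of the 45 genes of Table 1, all listed in Table S2, 39 fell in the same regions here and 6 did not, of which 5 are described. The log2 fold change of *MARCKSL1* after FSH fell just short of 1.5, and exceeded it with a normexp offset of 0, median centring, direct arrays only, Agilent's processed signals, and without replicate 1 or 2. That of *RBKS* in AREG/EREG vs. FSH fell just short of -1.5, and passed it with a normexp offset of 0, median centring, separate channels, direct arrays only and without replicate 2. *RBKS* was also called just above 1.5 after AREG/EREG here and under 13 of the 18 alternatives, where Table S2 lists it for FSH alone. *FOXO1* after AREG/EREG (-1.44) passed -1.5 with a normexp offset of 0, separate channels, Agilent's processed signals and without replicate 1, and *GADD45A* (-1.44) with separate channels and without replicate 1. *ADAMTS1* was above 1.5 under none.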

Other observations

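The measure of signal over background for the probes of Table 1, the transcripts of opposite direction and the probes that share the number of the *ADAMTS1* probe were chosen after the results were seen. The other tests of this part were not.

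For each comparison the 6 RNA samples make 10 splits into 3 and 3. Only the real split, 1 of 10, gave as many called transcripts, with and without the log2 1.5 threshold, for all 3 comparisons, and limma called 0 transcripts in every other split. At an unadjusted p under 0.05 the other splits gave 326 to 1729 transcripts in FSH vs. control, 450 to 2173 in AREG/EREG vs. control and 519 to 3051 in AREG/EREG vs. FSH. The treatment effect itself widens the spread in the other splits. Since the replicate numbers pair the samples, the real split compares with the 3 other splits that part all pairs, which exchange the treatments within 1 replicate and gave 326 to 735, 450 to 1222 and 519 to 1275. With 10 splits this count cannot exclude chance, whatever its outcome. No split follows the scan days.

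A hypothesis is that AREG/EREG gives part of the FSH response. Transcripts called for FSH above log2 1.5 in 2 replicates were examined in the replicate left out. The ratio of the median AREG/EREG change to the median FSH change was 0.546 over 395 transcripts with replicate 1 left out, 0.657 over 325 with replicate 2 and 0.587 over 296 with replicate 3, and 94.7%, 97.8% and 94.9% changed in the same direction. The AREG/EREG change lay between 0 and the FSH change for 84.3%, 86.2% and 80.4%. The values may reflect a partial response, and the control RNA of the replicate left out enters both changes, which pulls the direction the same way.

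The spread of log2 fold changes between replicates was compared with that expected from array noise, taken from how far the ratios of a loop depart from summing to the dye effect, over 15793 probes. The median variance between replicates was 2.14 times the noise value in FSH vs. control, 2.43 times in AREG/EREG vs. control and 2.27 times in AREG/EREG vs. FSH. The replicates are separate cultures, whose spread exceeds array noise by design, so the comparison does not decide what the spread comes from. The model takes the 9 ratios as independent, so its standard errors and adjusted p are too small where the spread between replicates exceeds array noise.

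For 17 of the 62 gene and comparison pairs of Table 1 the array and the paper's qRT-PCR went opposite ways. The probe was well above background in all 18 channels for 15 of these (88.2%), against 43 of the 45 other pairs (95.6%). The measure is near its highest value in both groups, and most negative control spots also meet it, so it does not decide whether signal near background plays a part. It was not set in advance, as the prediction spoke of brightness. The 2 of the 17 pairs below 18 channels are both of the *FOS* probe. The qRT-PCR used RNA of other cultures, and differences between cultures or between the transcripts that probe and primers detect stay open and were not tested.

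Opposite and called changes of more than 1 on the log2 scale after FSH and after AREG/EREG were found for 3 transcripts. Besides *RGS2*, these were TC228119:f, with 2.78 and -1.09, and a transcript without a gene symbol in the tables used, with 1.01 and -1.29. The direction was the same under all 18 alternatives, and each was called in all but TC228119:f in AREG/EREG vs. control, which was called under 17, with an adjusted p of up to 0.0182.

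Besides the *ADAMTS1* probe of Table 1, 13 probes share a number of its name, of which 3 were called for FSH and 1 rose by more than 2-fold. The latter probe had a fold change of 7.00 after FSH, 2.27 after AREG/EREG and 0.324 in AREG/EREG vs. FSH. The paper's array values of *ADAMTS1* are 6.95 after FSH and about 0.33 in AREG/EREG vs. FSH. The tables used give no gene name for this probe, and whether it gave the paper's values was not tested.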
